# Heterotrimeric G Protein-Regulated Ca^2+^ Influx and PIN2 Asymmetric Distribution Are Involved in *Arabidopsis thaliana* Roots' Avoidance Response to Extracellular ATP

**DOI:** 10.3389/fpls.2017.01522

**Published:** 2017-09-01

**Authors:** Ruojia Zhu, Xiaoxia Dong, Weiwei Hao, Wei Gao, Wenzhu Zhang, Shuyan Xia, Ting Liu, Zhonglin Shang

**Keywords:** extracellular ATP, heterotrimeric G protein, auxin, calcium, *Arabidopsis thaliana* L.

## Abstract

Extracellular ATP (eATP) has been reported to be involved in plant growth as a primary messenger in the apoplast. Here, roots of *Arabidopsis thaliana* seedlings growing in jointed medium bent upon contact with ATP-containing medium to keep away from eATP, showing a marked avoidance response. Roots responded similarly to ADP and bz-ATP but did not respond to AMP and GTP. The eATP avoidance response was reduced in loss-of-function mutants of heterotrimeric G protein α subunit (Gα) (*gpa1-1* and *gpa1-2*) and enhanced in Gα-over-expression (OE) lines (*wG*α and *cG*α). Ethylenebis(oxyethylenenitrilo) tetraacetic acid (EGTA) and Gd^3+^ remarkably suppressed eATP-induced root bending. ATP-stimulated Ca^2+^ influx was impaired in Gα null mutants and increased in its OE lines. DR5-GFP and PIN2 were asymmetrically distributed in ATP-stimulated root tips, this effect was strongly suppressed by EGTA and diminished in Gα null mutants. In addition, some eATP-induced genes' expression was also impaired in Gα null mutants. Based on these results, we propose that heterotrimeric Gα-regulated Ca^2+^ influx and PIN2 distribution may be key signaling events in eATP sensing and avoidance response in *Arabidopsis thaliana* roots.

## Introduction

Recent discoveries revealed that adenosine triphosphate (ATP) can be found not only in the cytoplasm, but also in the extracellular matrix of plant cells (Kim et al., 2006). ATP is prevalent in the apoplast of various plant species (Kim et al., 2006) and can be released through secretory vesicles (Kim et al., 2006; Wu et al., 2008) or plasma membrane (PM) injury (Song et al., 2006). Various stimuli, including touch (Jeter et al., 2004; Weerasinghe et al., 2009; Vanegas et al., 2015), osmotic stress (Jeter et al., 2004), chitin mixture (Kim et al., 2006), polysaccharide elicitors (Wu et al., 2008), and hypertonic stress (Kim et al., 2009), have been shown to induce ATP release.

Extracellular ATP (eATP) is involved in cell viability maintenance (Chivasa et al., 2005; Sun et al., 2012a), growth rate regulation (Kim et al., 2006; Wolf et al., 2007; Wu, J. et al., 2007; Riewe et al., 2008; Clark et al., 2010; Tonon et al., 2010), pollen germination (Steinebrunner et al., 2003; Reichler et al., 2009), stomatal movement (Clark et al., 2011; Hao et al., 2012; Wang et al., 2014), and biotic & abiotic stress resistance (Thomas et al., 2000; Windsor et al., 2003; Chivasa et al., 2009; Kim et al., 2009; Sun et al., 2012b; Deng et al., 2015). It is therefore well accepted that eATP acts as a multi-functional apoplast signaling molecule in plants.

The elucidation of eATP signal transduction has been an active area of research over the last decade. Early pharmacological studies indirectly indicated that receptors similar to the animal eATP receptor may exist in plant cells (Demidchik et al., 2003; Chivasa et al., 2005; Song et al., 2006; Sun et al., 2012a). Recent studies showed that the *Arabidopsis thaliana* lectin receptor kinase (LecRK-1.9) is an eATP receptor and subsequently annotated it the P2K receptor (Choi et al., 2014a; Balague et al., 2016). Signal transduction components in the PM, including heterotrimeric G proteins (Weerasinghe et al., 2009; Tanaka et al., 2010; Hao et al., 2012), Ca^2+^ channels (Demidchik et al., 2009; Wang et al., 2014) and NADPH oxidase (Song et al., 2006; Demidchik et al., 2009; Tonon et al., 2010; Hao et al., 2012; Wang et al., 2014), have been shown to be involved in the generation of eATP-induced second messengers. These second messengers, which include cytoplasmic Ca^2+^ (Demidchik et al., 2003; Jeter et al., 2004; Tanaka et al., 2010; Hao et al., 2012), reactive oxygen species (Kim et al., 2006; Song et al., 2006; Demidchik et al., 2009; Tonon et al., 2010; Hao et al., 2012; Sun et al., 2012b; Lim et al., 2014; Wang et al., 2014), and nitric oxide (Foresi et al., 2007; Wu and Wu, 2008; Reichler et al., 2009; Tonon et al., 2010; Clark et al., 2011), play essential roles in eATP-induced physiological reactions. The expression of functional genes induced by these second messengers may eventually lead to eATP-regulated physiological reactions (Chivasa et al., 2011; Lim et al., 2014).

Furthermore, several plant hormones, such as auxin (Tang et al., 2003; Liu et al., 2012), ethylene (Jeter et al., 2004; Clark et al., 2010), and salicylic acid (Chivasa et al., 2009), have been shown to participate in eATP-regulated physiological functions, suggesting that eATP may regulate physiological processes by crosstalk with these hormones.

As an important PM signal transducer, heterotrimeric G protein is involved in plant growth and development (Urano and Jones, 2014; Stateczny et al., 2016; Urano et al., 2016), and the plant hormones auxin, GA, ethylene and ABA have been suggested to act via heterotrimeric G proteins (Ashikari et al., 1999; Ullah et al., 2003; Pandey et al., 2006; Jin et al., 2013; Ge et al., 2015). Interestingly, heterotrimeric G protein is also involved in eATP release (Weerasinghe et al., 2009), eATP-induced cytosolic Ca^2+^ elevation (Tanaka et al., 2010), and eATP-promoted stomatal movements (Hao et al., 2012). The involvement and signaling role of heterotrimeric G protein in the signal transduction of eATP regulated physiological responses need to be clarified.

Extracellular ATP (eATP) has been shown to inhibit root growth and promote the generation of adventitious roots. High concentrations of eATP suppressed the growth of *Arabidopsis* roots or even induced root curling (Tang et al., 2003; Liu et al., 2012). In tilted medium, root skewing was also promoted by eATP (Yang et al., 2015). Nevertheless, the physiological significance and signal transduction of the eATP-regulated re-orientation of root growth remain unclear. Here, a jointed medium was used to verify the root tip response to eATP and the role of heterotrimeric Gα in this process.

## Materials and methods

### Plant material

*Arabidopsis thaliana* L. wild type and null mutants of α-, β- or γ-subunit of heterotrimeric G protein were used as material. Two ecotypes of wild type, Wassilewskija (WS) and Columbia-0 (Col-0) were used. Gα null mutants (*gpa1-1* and *gpa1-2*) seeds were a gift from Professor Alan Jones, North Carolina University at Chapel Hill, Chapel Hill, NC, USA. Gα overexpression lines (*wG*α and *cG*α) seeds were a gift from Professor Xingwang Deng, Yale University, New Haven, CT, USA. Gβ null mutants (*agb1-1* and *agb1-2*), Gγ null mutants (*agg1-1* and *agg1-2*), and PIN2 null mutant (*pin2*, salk-122916) seeds were obtained from *Arabidopsis* Biological Research Center, the Ohio State University. P2K receptor DORN1 null mutants (*dorn1-1* and *dorn1-3*) seeds were a gift from Dr. Julia Davies, Department of Plant Science, University of Cambridge, Cambridge, UK. All seeds were identified to confirm the homozygous mutation of corresponding gene.

### Root growth measurement

*Arabidopsis thaliana* seeds were surface-sterilized with 70% ethanol for 2 min followed by 5% sodium hypochlorite for 5 min. After two washes with sterilized water, seeds were sown on the surface of solid 1/2 MS medium (containing 0.8% phytagel) in square culture dishes. The culture dishes were stored at 4°C for 2 days and then were vertically cultured at 22°C and 130 μmol/m^2^·s illumination with 16/8 light/dark cycle.

To make the jointed medium, a solution of 1/2 MS salt and 0.8% phytagel was sterilized and poured into 10 × 10 cm square culture dishes, with each dish containing 50 mL liquid medium. After the medium solidified, the medium was cut with a sterilized blade along the midline of the culture dish, and half of the medium was removed. The interspace was then re-filled with 25 mL sterilized 1/2 MS medium containing ATP or other nucleotides (GTP, bz-ATP, ADP, and AMP). Nucleotides were dissolved with 1/2 MS solution to make a stock solution. The pH of stock solution was adjusted to 6.0 with Tris. The stock solution was filtered with a sterilized filter (SLGP033RB, 0.22 μm, Millipore, USA) and mixed with sterilized 1/2 MS medium which was cooled down to 50°C (to prevent possible degradation of added nucleotides) and poured into the interspace in the culture dish. After solidification, the refilled medium was level with the original medium. The concentration of nucleotides in medium was designed according to Tang et al. (2003) and Liu et al. (2012).

*Arabidopsis* seedlings which were growing in 1/2 MS medium for 4 days were transplanted onto the untreated part of the jointed medium, with the root tip toward the refilled medium and 0.3–0.5 cm from the joint line. The culture dishes were placed vertically, with the untreated part on top and the refilled nucleotide- containing medium at the bottom so the root will grow downward toward the refilled part where it will encounter different reagents in the medium.

To measure the root growth rate and curvature, photos of seedlings were captured using an optical scanner and then analyzed using Image J software. The curvature between the root growth orientation and the vertical line was measured as the root curvature. In each experiment, at least 30 seedlings were measured, and the mean value was calculated from three replicates. Data were statistically analyzed using Microsoft Excel software. The significance of differences between control and treatment groups was determined by Student's *t*-test.

### Electrophysiology

The Ca^2+^ influx channel activity was detected according to Demidchik et al. (2009). The bath solution consisted of 20 mM CaCl_2_, 0.1 mM KCl and 2 mM Tris, and the pH was adjusted to 6.0 with MES. The pipette solution consisted of 0.5 mM CaCl_2_, 5 mM Ca(OH)_2_, and 10 mM BAPTA (1,2-bis(2-aminophenoxy)ethane-N,N,N,N- tetra-acetic acid), 2 mM Mg·ATP, 0.5 mM Tris·ATP and 5 mM Tris, and the pH was adjusted to 7.0 with MES. The osmotic potentials of the bath and pipette solutions were adjusted to 300 mOsM with D-sorbitol.

To separate root protoplasts, root tips (approximately 5 mm long) from 4-day old seedlings were cut into short sections and digested at 25°C in bath solution containing 1% cellulase (Onozuka R-10, Yakult, Japan) and 0.5% pectinase (Onozuka Y-23, Yakult, Japan). After 1.5 h, the digested solution was filtered through a 100 μm diameter nylon mesh. After centrifugation and two washes with bath solution, the protoplasts were stored at 0°C.

The patch-clamp procedures were carried out according to Demidchik et al. (2009) and Wang et al. (2014). Whole cell step- and ramp-voltage clamping were performed. The current-voltage relationships were recorded within 2 min. To plot the I-V relationship curve, data from 6 protoplasts were calculated to get the mean value.

### Confocal laser scanning microscopy

To detect abundance and distribution of auxin and auxin efflux transporter, published *DR5-GFP, PIN1-GFP, PIN2-GFP, PIN3-GFP*, and *PIN7-GFP* transgenic lines (Friml et al., 2003) were used as material. DR5 is an auxin response promoter, which was widely used to drive reporter genes (*GUS* or *GFP*). PIN (PIN-FORMED proteins) are auxin efflux transporters in PM of plant cells. Each *PINx-GFP* is *PINx promoter-PINx-GFP* fusion genes. Seeds were purchased from *Arabidopsis* Biological Resource Center, the Ohio State University. *DR5-GFP* or *PIN2-GFP* was transformed into WS and Gα null mutants (*gpa1-1, gpa1-2*) by crossing with the respective lines above. Expression of the transformed genes was detected by PCR.

Seeds were germinated on solid 1/2 MS medium, and 4-day-old seedlings were transplanted onto jointed medium. After a period of time, seedlings were placed onto the stage of a microscope equipped with a laser confocal scanning system (LSM 710, Zeiss, Germany). The excitation/emission wavelengths were 488 and 510 nm, respectively. Captured images were then processed with Confocal Assistant software and further edited with Adobe Photoshop 7.0 software.

To measure fluorescence intensity in root tip cells, 0.5 mm long root tip was delineated as area of interest. To get the ratio of fluorescence intensity, cells on the left-side and right-side of root axis were delineated as area of interest. Fluorescence intensity in root cells was measured with Image J software and then calculated to get mean value. The significance of differences between control and treatment groups was determined by Student's *t*-test.

### Gene expression analysis

Wild type and heterotrimeric Gα null mutants (*gpa1-1, gpa1-2*) were used as material. Seedlings were germinated and grown on 1/2 MS medium for 5–6 days and then transplanted onto 0.3 mM ATP-containing jointed medium. To ensure that the root tip contacted eATP, 0.5 cm of root tip was placed onto the ATP-containing lower part and the rest of seedling onto the upper part. The culture dishes were then vertically placed. After 30 or 60 min, seedlings were taken out and 1 cm long root tips were processed for RNA extraction. Total RNA was isolated from 0.1 g root tissue using the RNAiso plus reagent (TaKaRa BIO., Japan), and 2 μg of total RNA was reverse-transcribed to cDNA using M-MLV reverse transcriptase (Promega, USA). Hybridization was performed according to the manufacturer's instruction (GeneChip® 3′ IVT PLUS Reagent Kit, Affymetrix). Synthesize biotin-PE (P-phycoerythrin) labeled cRNA by *in vitro* transcription. Incubate the labeled cRNA with hybridization master mix and then inject into the array. After hybridization and washing, GeneChip arrays were scanned on an Affymetrix probe array scanner (Affymetrix Inc., USA). Data were analyzed using the Partek software (Affymetrix Inc., USA). Raw data are available at https://www.ncbi.nlm.nih.gov/geo/info/linking.html., account number GSE102691.

To confirm the expression of specific genes, cDNA was amplified by real-time PCR reactions using SYBR Premix Ex TapTM (TaKaRa BIO., Japan) with gene-specific primers. *ACTIN2* was used as a reference gene. Delta delta CT approach was used to quantify gene expression levels. qRT-PCR reactions were performed on an ABI 7500 sequence detection system (Applied Biosystems, USA). All PCR primers are listed in Table S1.

## Results

### The avoidance response of *Arabidopsis thaliana* primary roots to eATP

To verify the response of primary roots to eATP, *Arabidopsis thaliana* seedlings were transplanted onto jointed medium containing ATP in the lower part. In the upper part, primary roots grew straight down due to gravitropism. When root tips approached the joint line of the two media, their growth rate markedly decreased and changed orientation such that roots bent or even grew horizontally. The primary roots' growth rate decrement and bending curvature increased with increasing eATP concentration (*p* < 0.05, Student's *t*-test). The root curvature of WS was bigger than of Col-0 (Figure 1A; Figures S1A,B). Lower concentration (≤ 0.1 mM) of ATP did not significantly affect root growth rate and orientation, while higher concentration (≥ 1 mM) of ATP almost ceased root growth, roots were neither elongating nor bending (data not shown).

**Figure 1:**
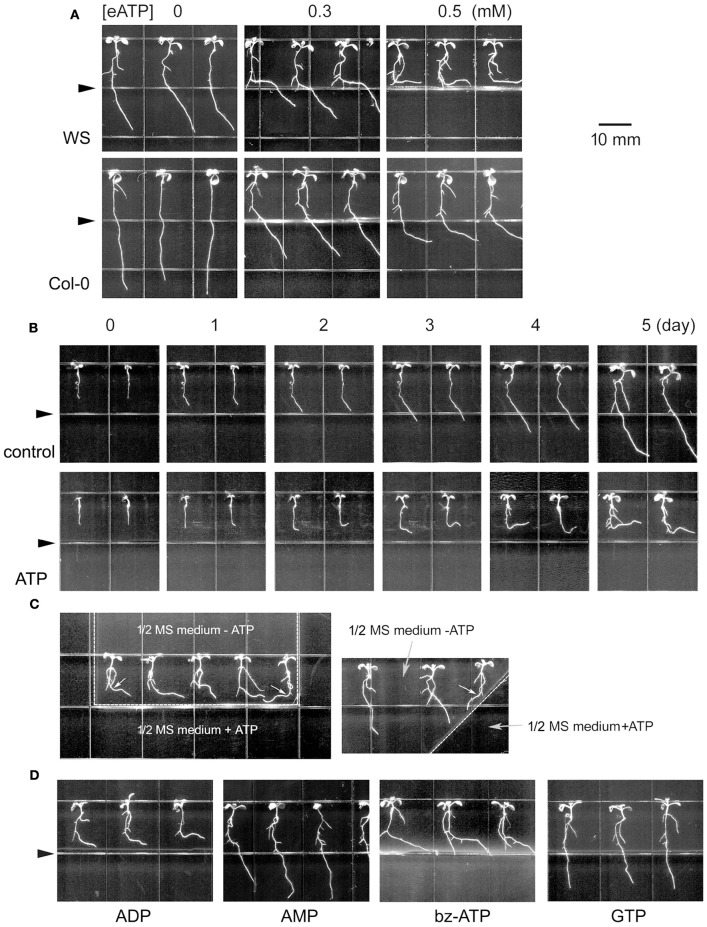
Extracellular ATP avoidance response of *Arabidopsis* roots. **(A)** Seedlings of *Arabidopsis thaliana* (WS and Col-0 ecotype) grown in jointed medium. Note the bending roots. The concentration of ATP in the lower part is marked on top of the photos. **(B)** Time-lapse images of seedlings grown in jointed medium without (control) or with 0.5 mM ATP (ATP) in the lower part. The photograph time is marked on top of the photos. **(C)** Seedlings grown in U-shaped (left) or diagonal (right) jointed medium containing 0.5 mM ATP. Note the ATP avoidance response of roots. The small white arrows in the figure mark the different bending styles (bent to left or right) of seedlings at different position. **(D)** Seedlings grown in jointed medium containing 0.5 mM of a non-hydrolyzable ATP analog (bz-ATP) or some nucleotide phosphates (ADP, AMP or GTP). In **(B–D)** WS was used as material. Seedlings in **(A,C,D)** were photographed 5 days after transplantation. Triangles in **(A,B,D)** mark the joint line of the two media. In **(C)** the joint line of the two media is marked with a dotted line. The scale bar is showed on right side of **(A)**.

Time-lapse analysis showed that 1 day after transplantation, the root tip was starting to bend. Over the following 4 days, untreated roots grew rapidly and in a downward direction while roots in 0.5 mM ATP-containing jointed medium grew more slowly and horizontally (Figure 1B; Figures S1C,D). The primary roots' response to ATP was further verified using another U-shape jointed medium. In this medium, a section of untreated 1/2 MS medium was surrounded by 0.5 mM ATP-containing medium on left, lower and right side. Roots of transplanted seedlings bent and grew horizontally to the right side when they approached the upper-to-lower joint line, while the root of the right-most seedling grew horizontally to the left when its tip approached the left-to-right joint line (Figure 1C, left). In a diagonally-jointed medium, roots grew along the joint line (Figure 1C, right). These altered growth orientations gave the appearance that roots were attempting to avoid ATP-containing surroundings.

To verify the specificity of this process, the responses of primary roots to various other nucleotides were investigated. *Arabidopsis* seedlings transplanted onto jointed medium containing 0.5 mM ADP, AMP, or GTP, respectively, displayed primary root bending in response to ADP but not to AMP or GTP (Figure 1D). Root of seedlings grown in ADP grew significantly slower and bent with significantly bigger curvature than untreated seedlings (*p* < 0.05, Student's *t*-test) (Figures S1E,F).

To verify that ATP was acting as a signaling molecule rather than an energy carrier, root growth in response to bz-ATP, a weakly-hydrolysable ATP analog, was investigated. Roots exposed to 0.5 mM bz-ATP showed significantly lower growth rate and higher bending curvature (*p* < 0.05, Student's *t*-test) than control, just similar as the response to ATP (Figure 1D; Figures S1E,F).

### Heterotrimeric G protein α subunit Is involved in root's avoidance response to eATP

To analyze the role of heterotrimeric G protein in ATP-affected root growth, the responses of two loss-of-function mutants of the Gα subunit (*gpa1-1, gpa1-2*) to eATP were investigated. In ATP-containing jointed medium, roots of the two mutants did not bend when they approached the joint line. Roots of the two Gα OE lines (*wG*α and *cG*α) bent and grew horizontally when they approached the joint line (Figure 2A).

**Figure 2:**
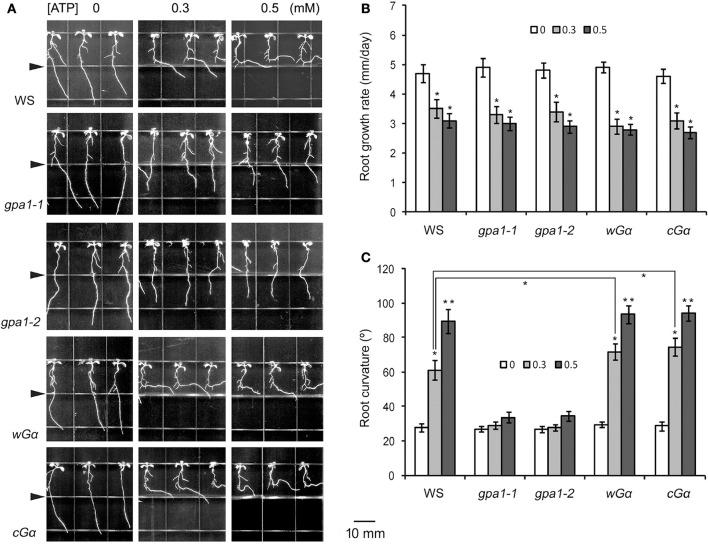
Heterotrimeric Gα is involved in eATP avoidance response. **(A)** Seedlings of WS, Gα null mutants (*gpa1-1, gpa1-2*) and OE lines (*wG*α and *cG*α) grown in jointed medium containing 0, 0.3, and 0.5 mM ATP in the lower part, respectively. Note the different response of various genotypes to ATP. Seedlings were photographed 5 days after transplantation. In each photo series, the triangle marks the joint line of the two media. The scale bar is showed beside. **(B,C)** note the effect of ATP on root growth rate **(B)** and root curvature **(C)**, respectively. In each experiment, root growth rate and curvature of at least 30 seedlings were measured, and data from 3 replicates were calculated to get the mean ± SD. Student's *t*-test *p*-values: ^*^p < 0.05, ^**^p < 0.01.

To analyze the role of Gα in the root response to eATP, root growth rate and curvature were measured. The root growth rates of wild type WS, Gα null mutants and Gα OE lines were all significantly decreased (*p* < 0.05, Student's *t*-test) in ATP-containing jointed medium (Figure 2B), indicating that heterotrimeric Gα is unlikely involved in eATP-suppressed root elongation.

Root curvature measurements showed that in untreated medium, root curvature of WS, Gα null mutants and OE lines was similar. In ATP-containing jointed medium, the degree of root curvature of WS, *wG*α and *cG*α were significantly higher than of the untreated seedlings (*p* < 0.05, Student's *t*-test). However, the degree of root curvature of Gα null mutants (*gpa1-1* and *gpa1-2*) were not significantly different from of untreated seedlings (*p* > 0.05, Student's *t*-test) (Figure 2C). The 0.3 mM ATP induced root curvature increment of *wG*α and *cG*α was significantly bigger than of WS (*p* < 0.05, Student's *t*-test), indicating that the Gα OE lines were more sensitive to ATP than wild type (Figure 2C). These results indicated that the heterotrimeric Gα subunit may play an important role in roots' avoidance response to eATP.

To analyze the role of the heterotrimeric Gβ and Gγ subunit in the roots' response to eATP, the root growth of Gβ null mutants (*agb1-1, agb1-2*) and Gγ null mutants (*agg1-1, agg1-2*) in jointed medium was assessed. Results showed that the null mutants of Gβ or Gγ responded to 0.3, 0.5 mM ATP similarly to the wild type (Col-0), and their primary roots bent and grew horizontally when the root tip approached the joint line (Figure S2A). The growth rate (Figure S2B) and root curvature (Figure S2C) of Gβ or Gγ null mutants were not significantly different to wild type (*p* > 0.05, Student's *t*-test). Therefore, heterotrimeric Gβ and Gγ are unlikely to participate in roots' avoidance response to eATP.

### Heterotrimeric Gα-regulated Ca^2+^ influx is involved in roots' avoidance response to eATP

To determine the role of Ca^2+^ in roots' avoidance response to eATP, the effects of the Ca^2+^ chelator EGTA [ethylenebis(oxyethylenenitrilo) tetraacetic acid] and the Ca^2+^ channel blocker GdCl_3_ (Gadolinium tri-chloride) on WS root growth in response to eATP were evaluated. In jointed medium containing 0.5 mM EGTA or 50 μM GdCl_3_ (in both the upper and the lower part), 0.5 mM ATP (in the lower part only) did not significantly suppress root growth rate or lead root growth re-orientation (Figure 3A). The root growth rate and curvature after ATP treatment were not significantly different from control (*p* > 0.05, Student's *t*-test) (Figures 3B,C).

**Figure 3:**
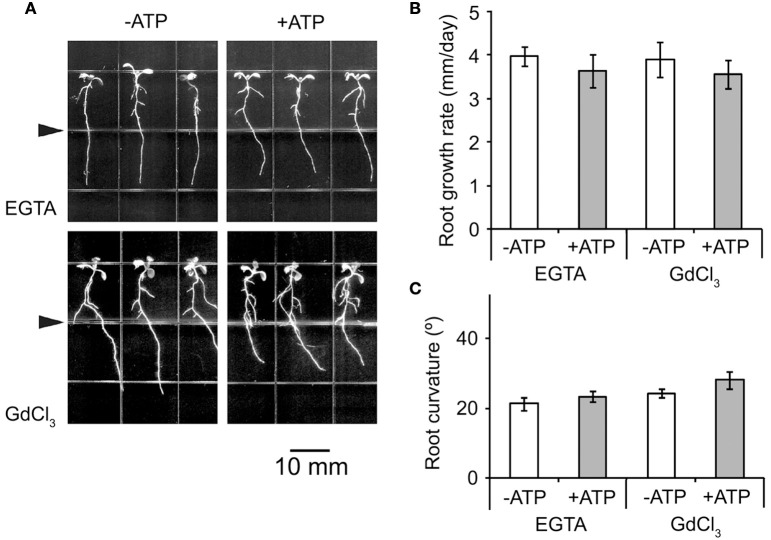
Ca^2+^ influx is necessary for eATP avoidance responses of *Arabidopsis* roots. **(A)** Seedlings of WS grown in jointed medium. EGTA (0.5 mM) or Gd^3+^ (50 μM) were added into 1/2 MS medium, then 0.3 mM ATP was added into the lower part of the jointed medium. The triangle marks the joint line of the two media. The scale bar is showed below. **(B,C)** note the root growth rate **(B)** and root curvature **(C)** before and after ATP treatments. Seedlings were photographed 5 days after transplantation. Primary root growth rate and curvature were measured in at least 30 seedlings, and data from 3 replicates were calculated to get the mean ± SD.

To further confirm the involvement of Ca^2+^ influx in eATP regulated growth response, whole-cell voltage patch clamping was used to detect Ca^2+^ influx across the PM of root cells. In protoplasts of WS root cells, a hyperpolarization-activated Ca^2+^ influx current was recorded. The channel opened around a membrane voltage of −100 mV, and current intensity increased with increasing membrane hyperpolarization. After 0.1 mM ATP stimulation, max Ca^2+^ influx current intensity was significantly stronger than in the control (*p* < 0.05, Student's *t*-test) (Figure 4).

**Figure 4:**
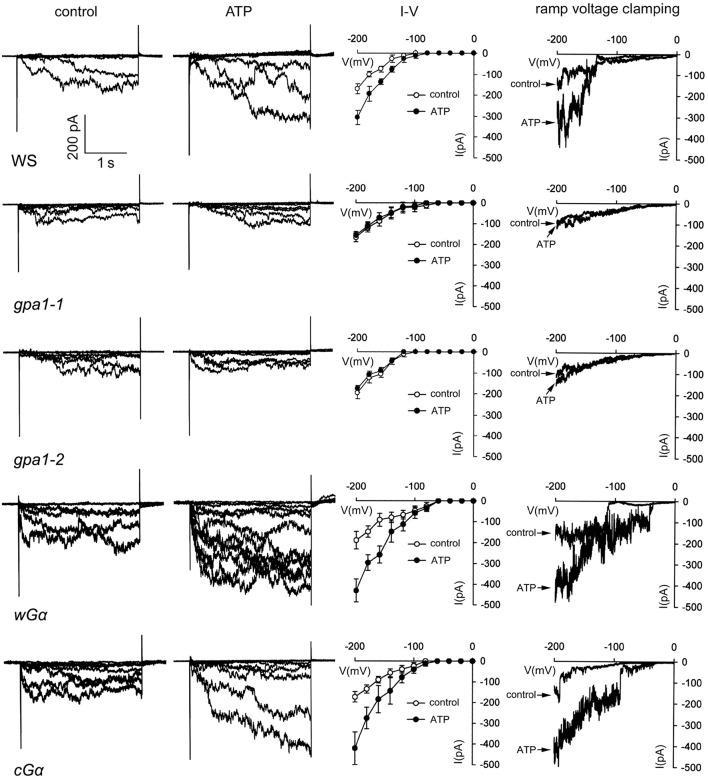
Heterotrimeric Gα is involved in eATP-stimulated Ca^2+^ influx in root cells. Ca^2+^ influx across the PM of root cell protoplasts was detected by whole-cell voltage clamping. Results from step-(1st to 3rd column) and ramp-(4th column) voltage clamping recordings in wild type (WS), Gα null mutants (*gpa1-1* and *gpa1-2*) and OE lines (*cG*α and *wG*α). In each line, current traces before (control), and after 0.1 mM ATP treatment are shown in the 1st and 2nd column, respectively. The 3rd column shows the I–V relationship curve of step-voltage clamping (*n* = 6). The 4th column notes the current traces before and after 0.1 mM ATP treatment which were recorded by slow ramp-voltage clamping. The genotype is marked below each line on the left. The time/current intensity scale bar is showed on the lower left of the first line.

To analyze the role of heterotrimeric Gα in ATP-stimulated Ca^2+^ influx, the effect of ATP on Ca^2+^ influx in root protoplasts of Gα null mutants and OE lines was investigated. Results showed that 0.1 mM ATP only slightly affected Ca^2+^ influx in *gpa1-1* and *gpa1-2*, and the Ca^2+^ influx current intensity did not significantly increase (*p* > 0.05, Student's *t*-test). In contrast, 0.1 mM ATP remarkably stimulated Ca^2+^ influx into root protoplasts of the two Gα OE lines. The max current intensity at −200 mV significantly increased (*p* < 0.05, Student's *t*-test). ATP-stimulated Ca^2+^ current intensity increment in Gα OE lines were significantly higher than that in WS (*p* < 0.05, Student's *t*-test). Furthermore, the ramp voltage clamping results, which showed that ATP remarkably stimulated Ca^2+^ influx in WS and Gα OE lines but not in Gα null mutants, confirming the involvement of Gα in ATP-stimulated Ca^2+^ influx (Figure 4).

### Heterotrimeric Gα is involved in eATP regulated asymmetric auxin response reporter activity in root tip cells

Auxin plays a key role in the tropism of plant organs. To verify the possible role of auxin in roots' eATP avoidance response, the auxin response reporter (DR5-GFP) activity in root tip cells was detected. In untreated WS roots, DR5-GFP fluorescence was mainly located around the quiescent center in root tips. eATP led to significant increase of the fluorescence intensity (*p* < 0.05, Student's *t*-test) in quiescent center and epidermal cells of meristem and transition zone (Figures 5A,B). Twelve hours after transplantation, asymmetric distribution of fluorescence appeared in the elongation zone, fluorescence intensity in the inner side of the root curve was significantly higher than in the outer side (*p* < 0.05, Student's *t*-test) (Figures 5A,D), indicating that the auxin response reporter activity may be higher in cells in the inner side. This asymmetric distribution persisted at 24 and 36 h after transplantation. At 48 h, the fluorescence intensity in root tip cells became weaker (Figures 5A,D).

**Figure 5:**
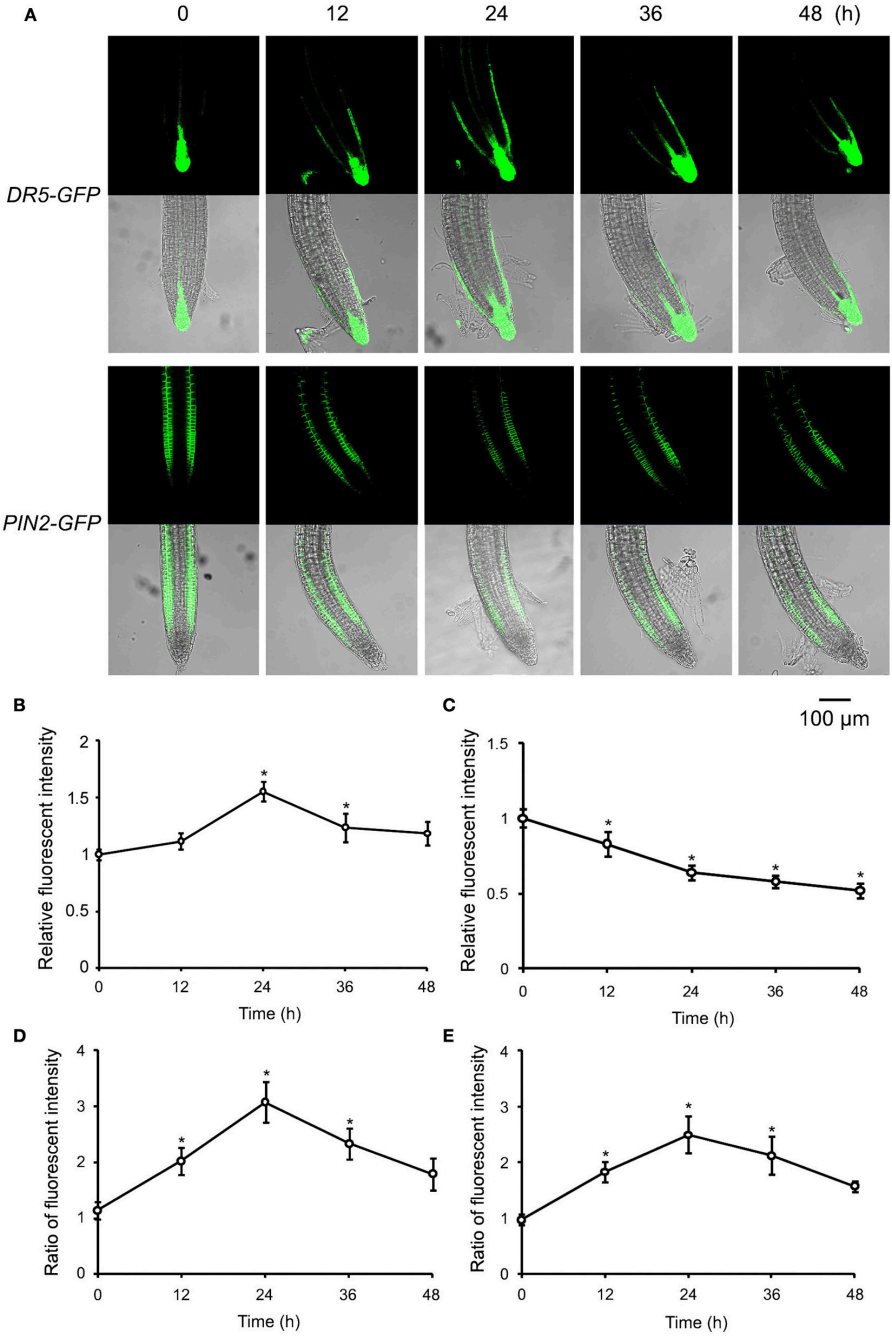
ATP-induced asymmetric distribution of DR5-GFP and PIN2-GFP in root tip cells. *DR5-GFP* or *PIN2-GFP* transgenic WS was used as material. Seedlings were grown in 1/2 MS medium for 4 days and transplanted onto 0.5 mM ATP-containing jointed medium. After 12, 24, 36, and 48 h, the fluorescence of DR5-GFP or PIN2-GFP in root tip cells was detected using confocal laser scanning microscopy (CLSM). **(A)** Fluorescence in representative root tips. In each series, the upper and lower line note the images of fluorescence and merged fluorescence/transmission, respectively. The scale bar is showed below. **(B,C)** note time-lapse analysis result of relative fluorescence intensity (the ratio of total fluorescence intensity after/before ATP treatment) of DR5-GFP **(B)** or PIN2-GFP **(C)** in root tip cells, respectively. **(D,E)** Note time-lapse analysis results of the ratio of fluorescence intensity (fluorescence intensity in right-side cells relative to that in left-side cells) of DR5-GFP **(D)** and PIN2-GFP **(E)**, respectively. In each experiment, fluorescence intensity in up to 10 roots was measured. Data from 3 replicates were calculated to get the mean ± SD. Student's *t*-test *p*-values: ^*^p < 0.05.

To determine the underlying mechanism responsible for the asymmetric distribution of auxin response reporter activity, the abundance and location of the auxin transporters were evaluated in ATP-treated root cells. Since PIN2 has been reported to be located mainly in epidermal cells of meristem and transition zone and to play a key role in root tropism (Sun et al., 2008; Lin et al., 2012), its abundance and distribution were assessed first. In the untreated root tip, PIN2-GFP fluorescence was located in epidermal cells of meristem and transition zone while not in the quiescent center and surrounding cells. 12 h after 0.5 mM ATP treatment, the fluorescence intensity of PIN2-GFP decreased dramatically (Figures 5A,C). Fluorescence intensity in the inner side of root curve was significantly higher than in the outer side (*p* < 0.05, Student's *t*-test), suggesting that PIN2 may be more abundant in the inner-side cells. Such an asymmetric distribution stably persisted in root tips 24 h and 36 h after treatment and disappeared 48 h after treatment (Figures 5A,E).

To further investigate the effect of eATP on the content and distribution of other auxin transporters, the fluorescence intensity and signal distribution in root tip cells of *PIN1-GFP, PIN3-GFP*, or *PIN7-GFP* transgenic plants was analyzed. PIN1-GFP fluorescence was mainly located in the developing vessel cells, PIN3-GFP and PIN7-GFP fluorescence was mainly located in root cap cells and developing vessel cells. 24 h after 0.5 mM ATP treatment, the fluorescence intensity of PIN1-GFP, PIN3-GFP, and PIN7-GFP decreased markedly while their location did not change (Figure S3).

To confirm the role of PIN2 in roots' avoidance response to eATP, response of primary roots of *pin2* was investigated. In untreated medium, root growth orientation of *pin2* seedlings was randomized, showing the impaired gravitropism. In U-shaped jointed medium which contained 0.5 mM ATP, roots of Col-0 bent and grew horizontally, root of the rightmost seedling bent or even grew upward along the joint line; while root growth orientation of *pin2* was similar to untreated seedlings (Figure 6A). Data analysis showed that ATP significantly induced root growth re-orientation of Col-0 seedlings (*p* < 0.01, Student's *t*-test); however, root curvature of *pin2* seedlings did not significantly change (*p* > 0.05, Student's *t*-test) (Figure 6B). These results confirmed that PIN2 may be necessary for roots' avoidance response to eATP.

**Figure 6:**
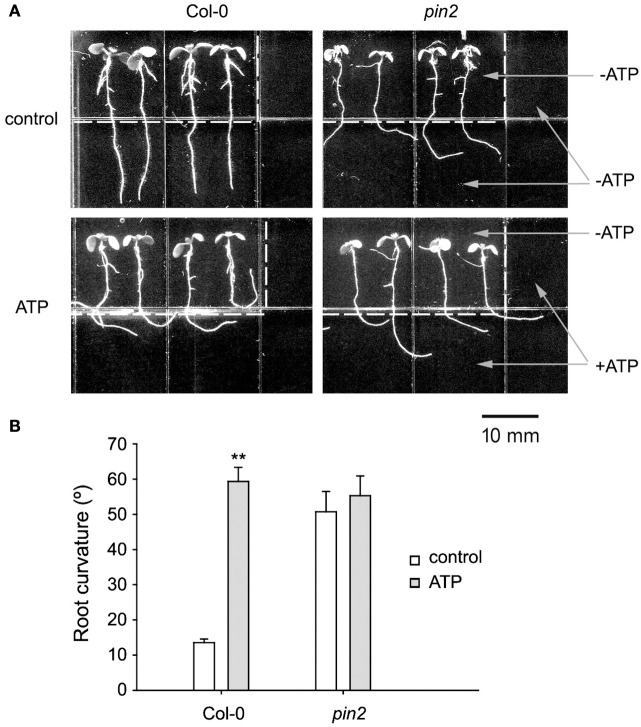
PIN2 null mutant did not respond to eATP. **(A)** Seedlings of Col-0 and PIN2 null mutant (*pin2*) grown in U-shape jointed medium containing 0 (control) or 0.5 mM ATP (ATP) in the lower part and two sides, respectively. Seedlings were photographed 5 days after transplantation. The dotted line marks the joint line of the two media. The scale bar is showed below. **(B)** Effect of ATP on root curvature. Root curvature of at least 30 seedlings was measured, and data from 3 replicates were calculated to get the mean ± SD. Student's *t*-test *p*-values: ^**^p < 0.01.

To assess the role of Ca^2+^ in ATP-induced asymmetric distribution of DR5-GFP and PIN2, the effect of EGTA on their fluorescence intensity and distribution was investigated. In EGTA containing jointed medium, fluorescence intensity and distribution of DR5-GFP or PIN2-GFP did not change significantly after 0.5 mM ATP treatment (Figure 7A). The ratio of DR5-GFP or PIN2-GFP fluorescence intensity in right-side cells relative to in left-side cells was not significantly affected by ATP (*p* > 0.05, Student's *t*-test) (Figures 7B,C).

**Figure 7:**
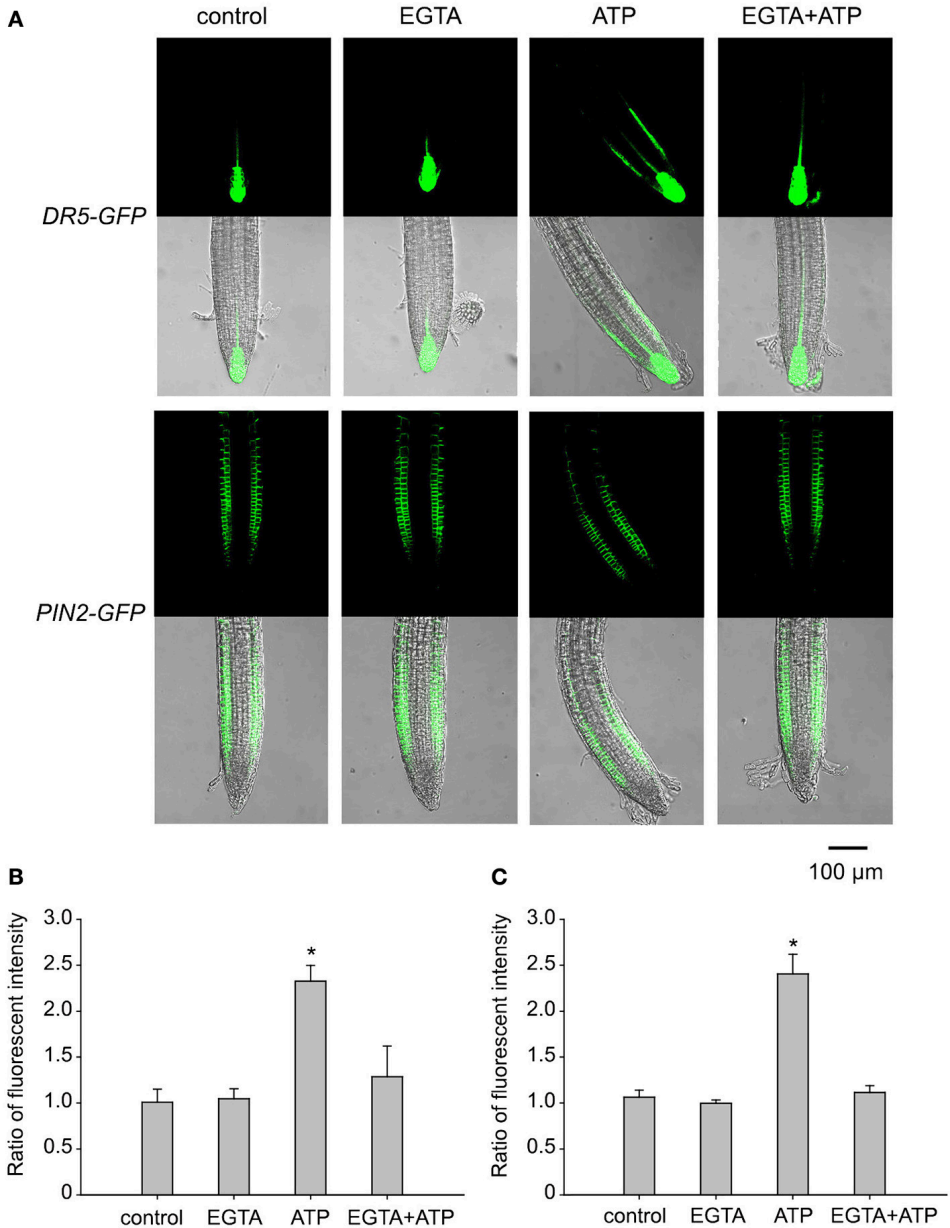
Ca^2+^ is involved in eATP-induced asymmetric distribution of DR5-GFP and PIN2-GFP. *DR5-GFP* or *PIN2-GFP* transgenic WS seedlings grown in 1/2 MS medium for 4 days were transplanted onto jointed medium containing 0.5 mM EGTA (in both the upper and the lower part) and 0.5 mM ATP (in the lower part only). After 24 h, fluorescence was detected by using CLSM. **(A)** Fluorescence in representative root tip cells. The scale bar is showed below. **(B,C)** note the fluorescence intensity ratio (fluorescence intensity in right-side cells relative to that in left-side cells) of DR5-GFP **(B)** and PIN2-GFP **(C)**, respectively. In each experiment, fluorescence intensity in up to 10 roots was measured. Data from 3 replicates were calculated to get the mean ± SD. Student's *t*-test *p*-values: ^*^p < 0.05.

To verify the role of heterotrimeric Gα in ATP-induced asymmetric distribution of DR5-GFP and PIN2-GFP, Gα null mutants were transformed with *DR5-GFP* or *PIN2-GFP* and used to detect the fluorescence in root tip cells. In untreated seedlings, the fluorescence intensity and distribution of DR5-GFP and PIN2-GFP were similar between wild type and the two Gα null mutants. After 0.5 mM ATP treatment, fluorescence intensity of DR5-GFP in root tip cells of Gα null mutants did not change, and the fluorescence intensity of PIN2-GFP decreased. However, neither DR5-GFP nor PIN2-GFP was found to be asymmetrically distributed in root tip cells of the two Gα null mutants (Figure 8A). In *gpa1-1* and *gpa1-2*, ATP did not significantly affect the ratio of DR5-GFP or PIN2-GFP fluorescence intensity in right-side cells relative to in left-side cells at the root tip (*p* > 0.05, Student's *t*-test) (Figures 8B,C).

**Figure 8:**
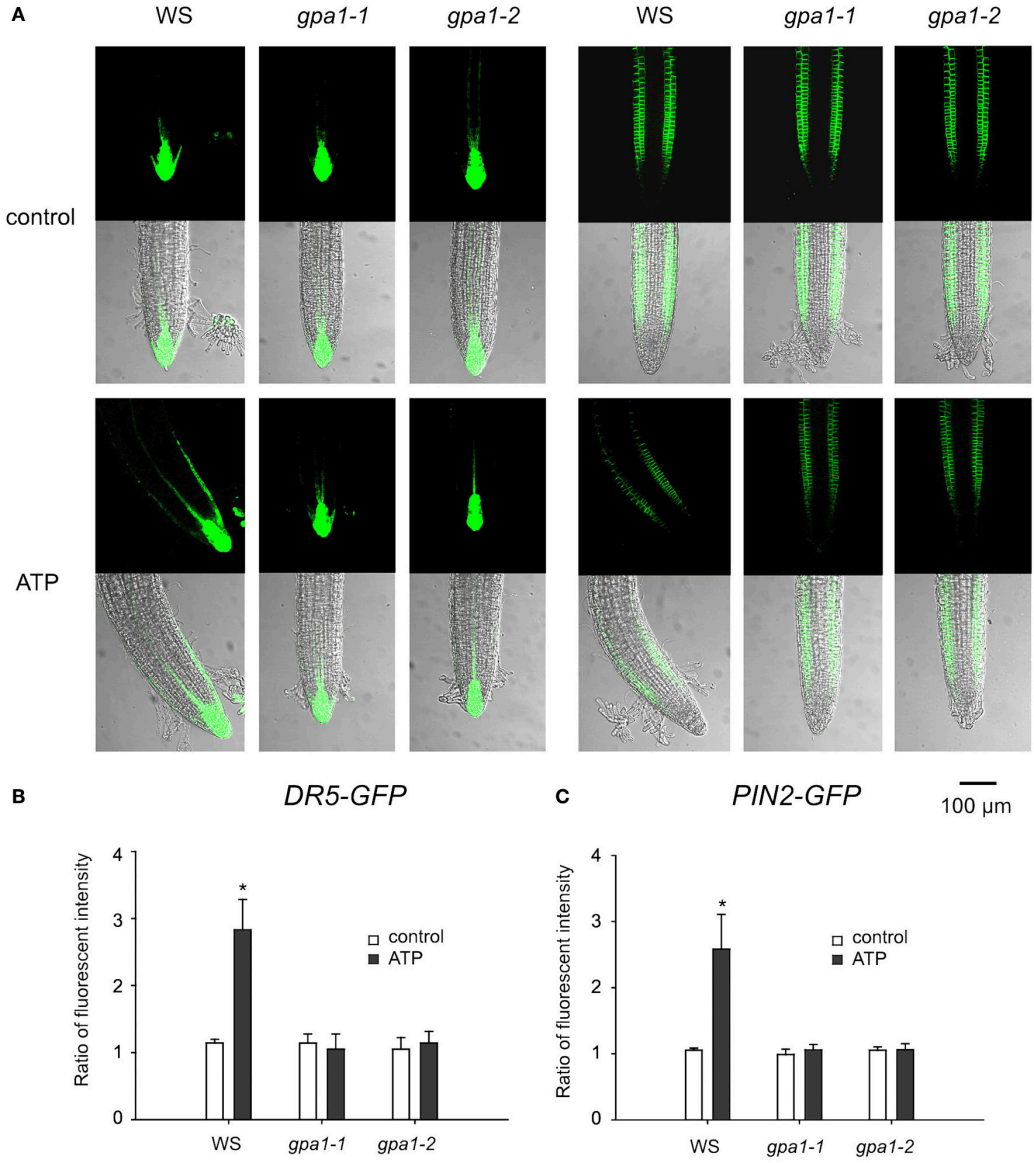
Heterotrimeric Gα is involved in eATP-induced asymmetric distribution of DR5-GFP and PIN2-GFP. *DR5-GFP* or *PIN2-GFP* transgenic WS, *gpa1-1* and *gpa1-2* seedlings were grown in 1/2 MS medium for 4 days and then transplanted onto 0.5 mM ATP-containing jointed medium. After 24 h, fluorescence was detected by using CLSM. **(A)** Fluorescence in representative root tip cells. The scale bar is showed below. **(B,C)** note fluorescence intensity ratio (fluorescence intensity in right-side cells relative to that in left-side cells) of DR5-GFP **(B)** and PIN2-GFP **(C)**, respectively. In each experiment, fluorescence intensity in up to 10 roots was measured. Data from 3 replicates were calculated to get the mean ± SD. Student's *t*-test *p*-values: ^*^p < 0.05.

To further confirm the role of Gα in roots' eATP avoidance response, seedlings of WS and Gα null mutants were transplanted onto diagonally-jointed medium which containing ATP on right-lower side. When root tip approached the jointed line, roots of WS bent to left, however, roots of *gpa1-1* and *gpa1-2* grew straightly downward (Figure S4A). In root tip of WS seedlings, after such an asymmetric ATP stimulation, fluorescence intensity of DR5-GFP or PIN2-GFP in left-side cells was higher than in right-side cells (Figure S4B). And the ratio of DR5-GFP or PIN2-GFP fluorescence intensity in left-side cells relative to right-side cells was significantly higher than that in untreated seedlings (*p* < 0.05, Student's *t*-test). However, the fluorescence intensity ratio did not significantly change in root tip cells of *gpa1-1* and *gpa1-2* (*p* > 0.05, Student's *t*-test) (Figures S4C,D).

### Heterotrimeric Gα is involved in eATP-regulated functional gene expression in root cells

To further clarify the role of heterotrimeric Gα in eATP avoidance response, the gene expression pattern in root tip cells was detected by DNA microarray and real-time qPCR analysis. 

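The authors deposited the gene expression data as 2 tables, one for wild type WS and one for the Gα null mutant *gpa1-2*. Each table lists 33557 genes by locus identifier, with 1 column for untreated roots and 1 column for roots treated with ATP for 60 min. The sample labels give 2 biological replicates for each of the 4 conditions, 8 samples in all, but the tables hold a single value per gene and condition. Therefore no value below has a replicate error, and differences between conditions describe these libraries only.
The methods and the sample labels describe hybridization to Affymetrix arrays, whereas the tables hold gene counts and FPKM values, which are measures of sequencing, and the legend of Figure S5 defines FPKM. The aligner, the counting program, the genome build and the use of strand are not named in the paper's text. The ATP concentration is given as 0.5 mM in the results and the legend of Figure S5 and as 0.3 mM in the methods, and the labels give none. The labels give seedlings of 4 days, and the methods and the legend of Figure S5 give greater ages. The columns of the tables are named by a number only. They were assigned to genotype and treatment because the up- and down-regulated genes marked in each table equal the paper's numbers for that genotype in the same directions, so the assignment is not independent of what the tables hold.
The deposited counts had been scaled between columns. Among 20684 genes with a count above 1 in all 4 columns, the ratio of FPKM to count was constant within 1% for 88.1%. Low counts fell on whole multiples of what a single read is worth, and 98.9% to 99.2% of the values of up to 20 reads in each column came out whole within 0.1 of a read. The recovered depth was 11780852 reads in untreated WS, 12213005 in ATP-treated WS, 11769933 in untreated *gpa1-2* and 13483814 in ATP-treated *gpa1-2*. Intervals on ratios of these reads are exact 95% intervals (Clopper-Pearson, conditional on the total). They cover counting error only and compare libraries, not conditions.
Each column held 2 slightly different steps, by which its reads could be assigned to 2 parts. The steps differed by 0.217% in untreated WS, 0.105% in ATP-treated WS, 0.0559% in untreated *gpa1-2* and 0.0214% in ATP-treated *gpa1-2*. The parts were not used as replicates, because their reads were divided far more evenly than independent libraries allow. Among genes with 16 reads, 80.7% to 86.4% in the 4 columns were divided 8 and 8, against a binomial share of 19.6%.

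**Figure D1:**
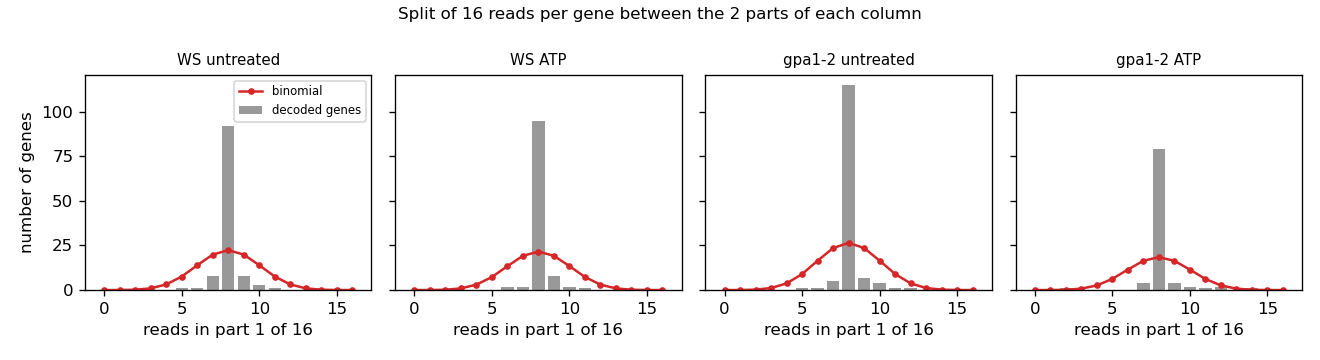
Number of genes (y axis) by the number of their 16 reads that fell in the first part of a column (x axis), with 1 panel per condition; grey bars are genes whose reads could be assigned and the red line is the binomial expectation. Between 79 and 115 genes per column were divided 8 and 8.

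The transcript of *GPA1* (AT2G26300), the gene disrupted in *gpa1-2*, was at 51.9 FPKM in untreated WS and 28.6 FPKM in untreated *gpa1-2*, a ratio of reads of 0.551 (interval 0.497 to 0.610). After ATP treatment it was at 46.5 FPKM in WS and 31.1 FPKM in *gpa1-2*, a ratio of 0.668 (interval 0.605 to 0.737). Reads on *GPA1* were thus fewer in the libraries of the mutant but not absent, and the tables do not show on which part of the gene they lie.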

Results of DNA microarray showed that, 60 min after 0.5 mM ATP treatment, 650 genes were up-regulated and 765 genes were down-regulated in WS, 622 genes were up-regulated and 702 genes were down-regulated in *gpa1-2* (Figure S5). 

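The response to ATP was taken as the difference of log2(FPKM + 1) between ATP-treated and untreated roots, over genes with an FPKM of at least 1 in either condition. The labels give the untreated samples as before treatment. The difference can therefore also hold effects of the transfer and of 60 min of time, which cannot be told from those of ATP. The added 1 understates the change of genes with low FPKM. Of 19902 such genes in WS, 1597 changed by at least 1 on this scale, of which 746 were up-regulated and 851 were down-regulated. Of 19866 such genes in *gpa1-2*, 1467 changed, of which 716 were up-regulated and 751 were down-regulated. The median response over all these genes was -0.01 in WS and 0.03 in *gpa1-2*. Raising the threshold to 2 moved these numbers most and left 346 genes in WS and 267 in *gpa1-2*.
The authors' deposited tables mark genes with an FDR of at most 0.05 and a log2 fold change of at least 1 in size. The authors' marks give 650 up-regulated and 765 down-regulated genes in WS and 622 up-regulated and 702 down-regulated genes in *gpa1-2*. Of the 1415 genes marked by the authors in WS, 1111 also passed the threshold on log2(FPKM + 1), and in *gpa1-2* it was 1021 of 1324. Another 486 genes in WS and 446 in *gpa1-2* passed that threshold without a mark in the authors' deposited tables, and 396 and 337 of them, respectively, had fewer than 20 reads over both conditions. In the authors' deposited tables the FDR was at most 0.05 for 8272 of 18335 tested genes in WS and for 8574 of 18310 in *gpa1-2*, so the fold threshold removed most of them. How the FDR was computed is not stated.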

Expression of genes, which were significantly up-regulated in WS while not up-regulated in Gα null mutants, was detected by using realtime q-PCR. 

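In the libraries, 410 genes were raised by at least 1 on the log2(FPKM + 1) scale in WS and not in *gpa1-2*, and 242 of them were still above 0 in *gpa1-2*. In the other direction, 380 genes were raised in *gpa1-2* and not in WS. By the marks in the authors' deposited tables, 330 genes were up-regulated in WS and not in *gpa1-2*, and 302 in *gpa1-2* and not in WS. The median response of these 330 genes was 1.08 in WS and 0.50 in *gpa1-2*. It was above 0 in *gpa1-2* for 273 of them, and the response was higher in WS by at least 1 for 89.
Of the 11 genes chosen for real-time qPCR (Figure 9), 4 were raised by at least 1 in the WS libraries, 3 in the *gpa1-2* libraries and 1, *WAG1*, in WS and not in *gpa1-2*. The response was higher in WS than in *gpa1-2* for 7 of the 11, of which 5 had a positive change in WS, and by at least 1 for *ATH7* only. The authors' deposited tables mark 4 of the 11 as up-regulated in WS, 4 in *gpa1-2* and 1, *WAG1*, in WS and not in *gpa1-2*. With a pseudocount of 5, 1 of the 11 was raised by at least 1 in WS. The paper selected these genes on the same data, so their values are not independent evidence for the selection.
*WAG1* (AT1G53700) rose from 2.80 to 8.18 FPKM in WS, a response of 1.27, and from 5.42 to 8.71 FPKM in *gpa1-2*, a response of 0.60. *WAG2* (AT3G14370) responded by 0.79 in WS and 0.30 in *gpa1-2*. The galactose oxidase gene (AT3G27220) rose from 14.1 to 55.0 FPKM in WS and from 12.9 to 36.7 FPKM in *gpa1-2*, responses of 1.89 and 1.44. *ATH7* (AT3G47790) rose from 3.68 to 6.82 FPKM in WS and decreased from 12.7 to 2.04 FPKM in *gpa1-2*. The gene *cyclin p3;1* (AT2G45080) responded by 1.58 in WS and 1.62 in *gpa1-2*, and *ERF114* (AT5G61890) by 1.43 and 2.41. *OCT3* (AT1G16390) responded by 0.33 and 0.64, and in WS its counting interval included no change. *ERF1* (AT3G23240) decreased from 16.1 to 0.814 FPKM in WS and from 16.3 to 1.61 FPKM in *gpa1-2*, responses of -3.24 and -2.73. *CRK5* (AT3G50530) responded by -0.04 in WS and -0.50 in *gpa1-2*. Reads were too few for a comparison in *CRK40* (AT4G04570), with 3 reads in untreated and 0 in ATP-treated WS and 9 and 1 in *gpa1-2*, and in *GH3.4* (AT1G59500), with 7 and 17 reads in WS and 3 and 5 in *gpa1-2*. The authors' deposited tables left both untested.

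**Figure D2:**
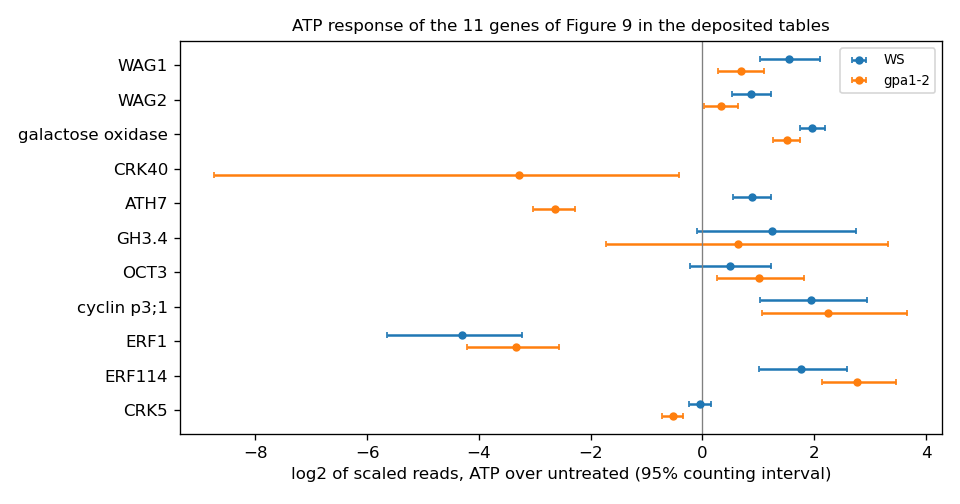
Log2 ratio of scaled reads, ATP-treated over untreated (x axis), for the 11 genes in WS (blue) and *gpa1-2* (orange), 1 value per condition. Bars are 95% counting intervals. The ratio for *CRK40* in WS is not drawn because its ATP-treated library held 0 reads, and the intervals include 0 for *GH3.4* in both genotypes and for *OCT3* and *CRK5* in WS.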

The transcriptional response to ATP of several genes differed significantly between wild type and Gα null mutants. The expression of 11 functional genes, including *WAG1* and *WAG2, CRK40, cyclin p3;1, ERF1, ERF114*, and *CRK5*, was significantly enhanced by 0.3 mM ATP in WS plants (*p* < 0.05, Student's *t*-test) while in *gpa1-1* and *gpa1-2*, their expression either did not significantly increase (e.g., *WAG1, WAG2, CRK40, ATH7, GH4, OCT3, cyclin p3;1*, and *CRK5*; *p* > 0.05, Student's *t*-test) or was less effectively promoted (e.g., galactose oxidase gene, *ERF1*, and *ERF114*; Figure 9) (The full name and function of these genes encoding proteins are explained in Table S2 in detail). These results indicated that heterotrimeric Gα may be involved in ATP-regulated expression of functional genes.

**Figure 9:**
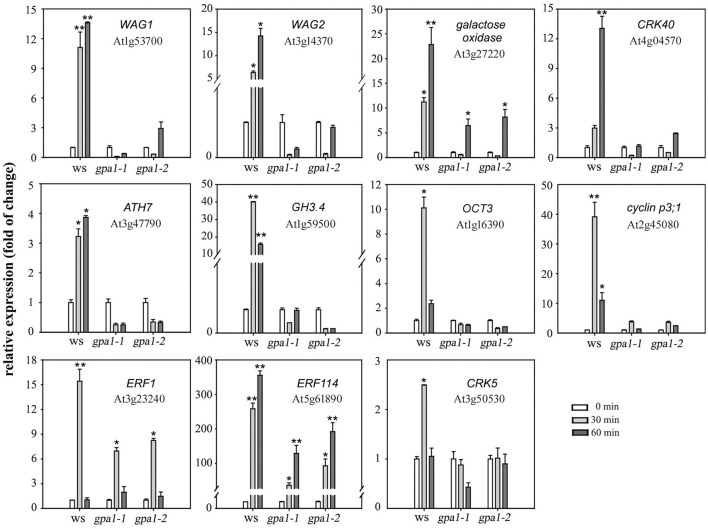
Heterotrimeric Gα is involved in eATP-regulated functional gene expression. Seedlings grown in 1/2 MS medium for 4 days were transplanted onto a 0.5 mM ATP-containing jointed medium. After 30 and 60 min, roots were cut to extract total RNA, and the expression levels of several functional genes were measured by real-time qPCR. The relative level (fold of change) of gene expression in WS and Gα null mutants (*gpa1-1* and *gpa1-2*) is showed. Gene names and the corresponding gene loci are noted in each figure. Data from 3 replicates were calculated to get mean ± SD. Student's *t*-test *p*-values: ^*^p < 0.05, ^**^p < 0.01.

### DORN1 is unlikely involved in eATP avoidance response of *arabidopsis* roots

To analyze the role of the P2K receptor (DORN1) in the roots' response to eATP, the root growth of DORN1 null mutants (*dorn1-1, dorn1-3*) in jointed medium was assessed. The two mutants responded to 0.3, 0.5 mM ATP similarly to the wild type (Col-0), primary roots bent when they approached the joint line (Figure S6A). The growth rate and root curvature of Col-0 and DORN1 null mutants were all significantly affected by ATP (*p* < 0.05, Student's *t*-test) (Figures S6B,C). The ATP induced decrement of root growth rate and increment of root curvature were not significantly different between Col-0 and the two mutants (*p* > 0.05, Student's *t*-test), indicating that DORN1 is unlikely to participate in roots' avoidance response to eATP.

## Discussion

Extracellular ATP (eATP) regulates root growth and leads to a reduced root growth rate and a bending growth phenotype in *Arabidopsis* roots (Tang et al., 2003; Liu et al., 2012). Root skewing on surface of tilted solid medium was also promoted by added ATP (Yang et al., 2015). Nevertheless, the nature and physiological significance of eATP-regulated root growth is still unclear. Here, in a transitional circumstance, primary roots grow gradually from ATP-free to ATP-containing conditions, making the clear detection of ATP sensing and response processes possible. A similar method had previously been used to investigate the root response to NaCl (Sun et al., 2008).

When the root tip approached the joint line of the two media, the reduction in growth rate and re-orientation of roots indicated that the root tip sensitively sensed eATP and attempted to avoid ATP-containing conditions. It appeared as though roots recognize high concentrations of ATP as harmful “danger signals.” It has previously been reported that ATP may act as a “damage-associated molecular pattern” (DAMP) to plant cells (Choi et al., 2014b). Here, by using jointed medium, roots' avoidance response to high concentration of ATP was clearly showed. Based on results in this work, we speculate that growth re-orientation may be a response style that helps roots recognize and escape from danger.

Tang et al. (2003) reported that *Arabidopsis* root growth in ATP media showed wavy or skewing phenotypes, which looked different from the bending phenotype here. In this work, jointed medium gave an asymmetric stimulation, that may be the reason for the difference of roots' phenotype. Tang et al. (2003) and Liu et al. (2012) used 1.5 and 1.2% agarose in plant growth media, respectively. We have compared seedlings grown in 0.8 and 1.0% phytagel containing medium. The roots' response to eATP was similar, so we believe the content of phytagel did not affect phenotype. eATP induced root bending or curling had been regarded as disrupted gravitropic response (Tang et al., 2003; Liu et al., 2012). However, in this work, roots' gravitropic response was unlikely disrupted, e.g., in diagonal jointed medium, roots' gravitropism clearly existed. The reported ATP-induced root circling (Tang et al., 2003) and ATP-promoted root skewing (Yang et al., 2015) might be the response to uniform ATP conditions, i.e., the roots perceived ATP and tried to escape, but the continuous escaping eventually resulted in root curling or strengthened waving. This result elucidated the physiological relevance of eATP-induced root bending and expanded our knowledge of eATP's physiological function as a danger signal.

Auxin plays essential roles in plant cell proliferation and elongation and participates in the growth and development of plant organs. In roots, intracellular auxin levels were subtly regulated by a complicated transport system containing both auxin efflux and influx transporters. In the root tip, several PIN-FORMED proteins are located in different parts and control auxin transport between the tip and the base (Band et al., 2014). Auxin levels are normally low in root cells, increased auxin level inhibit root cell elongation (Barbez et al., 2017). Auxin accumulation in root cells stimulated by eATP has been reported and is thought to be the reason for ATP-inhibited root elongation (Tang et al., 2003; Liu et al., 2012; Yang et al., 2015). Auxin levels in root tip cells elevated markedly when the root tip comes into contact with ATP, especially in the quiescent center, the dividing and elongating area (Figure 5). Such an eATP-induced auxin accumulation may possibly result in suppressed root cell elongation.

Plant growth has remarkable plasticity in order to rapidly respond to the continuously changing environment. Plant organ growth responds tropically or negative-tropically to environmental stimuli to capture beneficial elements or avoid harmful elements in their surroundings. Auxin is involved in tropism or negative tropism of plant organs to various stimuli, e.g., the gravitropism of roots and or the negative gravitropism of shoots. Asymmetric distribution of auxin in plant organs is a typical response to unidirectional stimuli (Takahashi et al., 2009; Galvan-Ampudia and Testerink, 2011; Zadnikova et al., 2015). Here, the asymmetric distribution appeared in root tip cells after they sensed eATP, and auxin concentrations were higher in the inner side of the bending area than in the outer side. Since root cells are very sensitive to auxin, the high concentration of auxin may led to inhibition of cell elongation, and the unbalanced elongation rate of root tip cells eventually led to root bending. eATP has been reported to be involved in auxin accumulation in root and hypocotyl cells resulting in suppressed organ elongation and ceased gravitropism (Liu et al., 2012). Liu et al. (2012) reported that high concentration (0.8 mM) ATP diminished gravity-induced asymmetric distribution of DR5-GFP. In contrast, ATP induced asymmetric distribution of DR5-GFP in this work. It looks that, unlike uniformed stimulation, unidirectional ATP stimulation may lead to asymmetric distribution of auxin and root growth re-orientation.

Auxin transporters in the PM are involved in asymmetric distribution of auxin (Laskowski et al., 2008; Band et al., 2014; Sato et al., 2015), and asymmetric distribution of PIN proteins thus plays an essential role in root tropic and avoidance growth (Rahman et al., 2010; Lin et al., 2012; Zhang et al., 2013). In the root tip, PIN2 is located mainly in the transition zone and plays key roles in auxin transport from the root tip to the base (Band et al., 2014). The asymmetric distribution of auxin in root tip cells may result from asymmetrically distributed PIN2 (Sun et al., 2008; Lin et al., 2012; Liu et al., 2012). Here, the asymmetric distribution of PIN2 in root tip cells was identical to the observed asymmetric distribution of auxin response reporter activity, both of which were higher in the inner side cell than in the outer side cell at the root curve. Together with the result that PIN2 null mutant did not respond to ATP stimulation, we suggest that the asymmetric distribution of PIN2 may possibly lead to unbalanced auxin transport which then result in the asymmetric distribution of auxin.

It was previously discovered that eATP stimulate transient increase or oscillation of cytosolic Ca^2+^ concentrations (Demidchik et al., 2009; Tanaka et al., 2010) mediated by Ca^2+^ influx through PM Ca^2+^ channels (Demidchik et al., 2003, 2009; Jeter et al., 2004; Hao et al., 2012; Wang et al., 2014). Nevertheless, the physiological relevance of eATP induced Ca^2+^ influx is not clear. Here, we provide more evidence to verify that Ca^2+^ influx via hyperpolarization-activated Ca^2+^ channel may participate in eATP avoidance response as an important secondary messenger. Ca^2+^ signaling is involved in auxin dynamics in plant cells (Rigo et al., 2013; Li et al., 2016). In this work, the EGTA-suppression on eATP-induced auxin and PIN2 asymmetric distribution in root tip cells further indicated that Ca^2+^ influx may be required for ATP-regulated auxin transport and accumulation.

eATP-regulated gene expression was preliminarily investigated using DNA microarray analysis or proteomic methods (Chivasa et al., 2011; Choi et al., 2014a; Lim et al., 2014). Here, eATP up- and down-regulated expression of hundreds of genes. Most of these genes were up- or down-regulated both in wild type and Gα null mutants. 

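The genes with the largest responses among those with a mean of at least 10 FPKM over the conditions of a genotype were genes with almost no reads, for which no fold is given. In WS these were AT1G53410, AT3G01705, AT5G18755, AT2G39610 and ATCG00010 among the rises and AT2G07754, AT2G35747, AT1G28870, AT1G45246 and AT2G20723 among the falls, none with more than 4 reads in a WS library. In *gpa1-2* they were AT1G75163, AT3G15585, AT2G07753, *MIR168a* (AT4G19395) and AT1G19376 among the rises and AT1G45234, AT1G28730, AT1G28820, ATCG00010 and AT1G03506 among the falls, again with at most 4 reads in a *gpa1-2* library.
With at least 20 reads over both conditions, a minimum chosen after these values were seen, and the same mean of at least 10 FPKM, the largest rises in WS were those of *ABR1* (AT5G64750, 4.99), AT2G29870 (0 reads in untreated and 64 in ATP-treated roots), *ADH1* (AT1G77120, 4.61), *NIP2;1* (AT2G34390, 4.05) and *CIB1* (AT4G34530, 4.03), all on the log2(FPKM + 1) scale. Under both limits the largest falls in WS were those of *PROPEP3* (AT5G64905, -4.31), AT5G05300 (-3.78, from 29 reads to 1, with a counting interval of the log2 ratio of reads from -10.25 to -2.30), AT2G25735 (-3.41), *SZF1* (AT3G55980, -3.17) and *ERF13* (AT2G44840, -3.13). Each of these 10 genes moved in the same direction in *gpa1-2*, where the response of *ABR1* was 4.67, that of *ADH1* was 3.08 and that of *SZF1* was -2.47. In *gpa1-2* the largest rises under both limits were those of *ABR1*, AT2G38240 (3.88), *ADH1*, *WOX5* (AT3G11260, 2.97) and *JRG21* (AT3G55970, 2.85). The largest falls there, under the same limits, were those of *PUP7* (AT4G18197, -3.52), AT2G23270 (-3.39), AT4G14060 (-3.10), *CYP81F2* (AT5G57220, -2.94) and AT2G34610 (-2.86). The authors' deposited tables left *CIB1* untested. *ABR1*, *ADH1*, *NIP2;1*, *CIB1*, AT5G05300 and *PUP7* overlap another annotated gene, and their values are uncertain where reads were shared with it.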

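Of the genes changed by at least 1, 635 changed in the same direction in WS and *gpa1-2*, 336 upward and 299 downward. These were 39.8% of the 1597 genes changed in WS and 43.3% of the 1467 genes changed in *gpa1-2*. Without a threshold in the second genotype the share was larger, since 80.3% of the genes changed in WS had a response of the same sign in *gpa1-2*, and 82.9% of those changed in *gpa1-2* had the same sign in WS. Genes raised in WS had a median response of 1.42 in WS and 0.89 in *gpa1-2*, and genes lowered in WS had medians of -1.36 and -0.79. The genes selected in *gpa1-2* gave the mirror image, with medians of 1.36 in *gpa1-2* and 0.95 in WS for raised genes and -1.32 and -0.80 for lowered genes. By the marks in the authors' deposited tables, 640 genes changed in the same direction in both genotypes, 45.2% of those marked in WS and 48.3% of those marked in *gpa1-2*.
Pearson's correlation of the responses in WS and *gpa1-2* was 0.485 across genes that reached 1 FPKM in both genotypes. Genes are not independent replicates. Among genes with at least 20 reads over both conditions of each genotype, a minimum chosen after seeing the data, it was 0.656. A threshold of 2 lowered the overlap most, to 86 genes, 24.9% of those changed in WS.

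**Figure D3:**
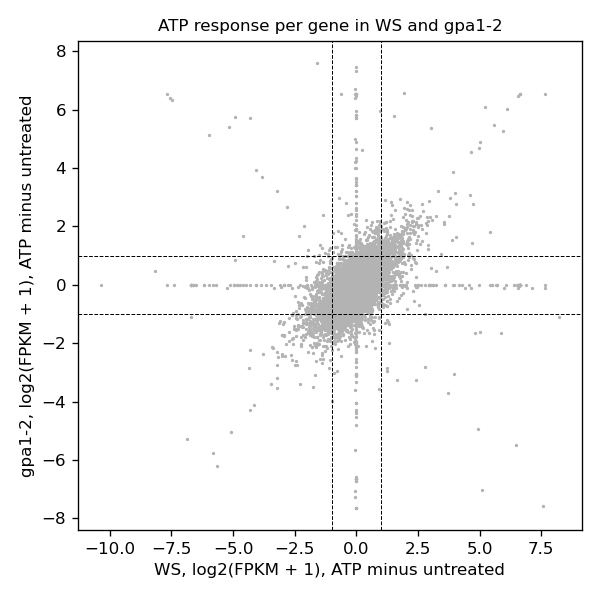
Response to ATP per gene as the difference of log2(FPKM + 1) in WS (x axis) and *gpa1-2* (y axis), 1 point per gene; dashed lines mark responses of 1 and -1. Genes that reached 1 FPKM in only 1 genotype are drawn as well, whereas the correlation of 0.485 covers genes that did so in both. Past both thresholds were 336 genes upward and 299 downward.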

The eATP-induced expression pattern of most genes in this work were identical to the reported results (Chivasa et al., 2011; Choi et al., 2014a; Lim et al., 2014). However, when we analyze gene expression differences between wild type and Gα null mutants, only several functional genes were revealed to be differently expressed in WS and Gα null mutants. These genes encoded proteins that have been reported to be involved in auxin transport and root growth (see detailed information in Table S2). It appears likely that these genes are involved in regulating auxin levels in root cells or other downstream cellular events which will lead either directly or indirectly to roots' avoidance response to ATP. 

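The difference between genotypes was taken per gene as the response in WS minus the response in *gpa1-2*. It was at least 1 in size for 1187 of 20351 genes, of which 617 had the higher response in WS and 570 in *gpa1-2*. Higher is meant with the sign, so a smaller fall also counts as the higher response. It was not tested, for lack of replicate values. Of these genes, 593 were left among the 18824 genes with at least 20 reads in each genotype, and 297 with a threshold of 2 on all genes. By expression level alone, genes differing by at least 1 between *gpa1-2* and WS were 225 higher and 208 lower in untreated roots, and 255 higher and 272 lower in ATP-treated roots.
Among genes with a mean of at least 10 FPKM the largest differences were those of ATCG00010, AT5G53144, *MIR157a* (AT1G66783), AT1G74929 and AT1G53410, higher in WS, and of AT1G45246, AT2G20723, AT2G20722, AT2G28426 and ATCG01170, higher in *gpa1-2*, but no library held more than 5 reads of any of them. Among genes that also had at least 20 reads in each genotype, the largest differences with a higher response in WS were those of AT4G14060 (difference 3.10), *CIB1*, *LTI78* (AT5G52310, 2.34), *LEA7* (AT1G52690, 2.16) and *CYP81F2* (2.16). *CIB1* rose from 0.979 to 31.4 FPKM in WS and from 2.58 to 10.1 FPKM in *gpa1-2*. *LTI78* rose from 11.4 to 179.6 FPKM in WS and from 21.1 to 62.7 FPKM in *gpa1-2*, whereas AT4G14060 decreased in *gpa1-2* and was flat in WS, with 31.5 FPKM in both conditions. Those with a higher response in *gpa1-2* were AT1G21528 (-2.73), AT3G59710 (-2.62), *JAZ8* (AT1G30135, -2.30), AT4G37710 (-2.25) and *MAPKKK21* (AT4G36950, -2.22). *JAZ8* decreased from 65.5 to 15.1 FPKM in WS and went from 27.6 to 33.3 FPKM in *gpa1-2*. AT3G59710, *LEA7* and *CIB1* overlap another annotated gene. The paper states that only several functional genes were expressed differently in WS and the Gα null mutants, and it proposes that Gα takes part in the regulation of gene expression by ATP.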

Expression and possible function of these Gα-regulated genes were not focused on in the reported works (Chivasa et al., 2011; Choi et al., 2014a; Lim et al., 2014). The detection of these genes provided new clues to verify the mechanism of roots' response to eATP.

Heterotrimeric G protein plays multiple roles in plant growth and development. Loss-of-function mutants of heterotrimeric G protein displayed altered shoot meristem growth (Bommert et al., 2013), zygote division (Yu et al., 2016), seedling development (Chen et al., 2006; Booker et al., 2010; Jaffe et al., 2012), root architecture (Mudgil et al., 2016) and resistance to pathogens (Llorente et al., 2005; Trusov et al., 2006; Liu et al., 2013). In eATP-induced responses, heterotrimeric G protein participated in stomatal movement (Hao et al., 2012) and obstacle avoidance of roots (Weerasinghe et al., 2009). Here, heterotrimeric Gα was further shown to be involved in the root response to eATP and the subsequent bending growth.

Ion channels in the PM play important roles in the heterotrimeric G protein- triggered signaling cascade (Wang et al., 2001; Wu, Y. et al., 2007; Fan et al., 2008; Zhang et al., 2011). Here, Ca^2+^ channel in PM of root cells was revealed to be regulated by heterotrimeric G protein, together with the observation that eATP-induced root bending was blocked by EGTA and Gd^3+^, supporting the role of Ca^2+^ influx in this process. We thus suggest that heterotrimeric G protein-regulated Ca^2+^ influx may be a fundamental signaling event in the roots' response to eATP.

As mentioned above, asymmetric auxin distribution is a marked response in the bending growth of roots. Heterotrimeric G protein has been reported to be involved in auxin transport by regulating the expression and distribution of auxin transporters in root cells (Pandey et al., 2008; Mudgil et al., 2009; Booker et al., 2010). Here, we provided additional data to show that heterotrimeric Gα may possibly be involved in the eATP-regulated activity and distribution of PIN2 which ultimately led to the asymmetric accumulation of auxin.

Combining these results, we speculate that heterotrimeric Gα participates in the eATP-mediated avoidance growth of roots by stimulating Ca^2+^ channels, and the subsequent Ca^2+^ influx alters the activity and distribution of PIN2, leading to the asymmetric distribution of auxin, and the expression of functional genes related to cell proliferation and elongation, leading to asymmetric elongation and eventually root bending growth. It has been reported that heterotrimeric G protein is involved in eATP sensing and response (Weerasinghe et al., 2009; Hao et al., 2012). Nevertheless, the heterotrimeric G protein regulated cellular events were not clearly discovered. The results here further elucidating the role of heterotrimeric G protein in roots' response to eATP.

Although heterotrimeric G protein is located in the PM of plant cells, it is not able to bind any ligand and get directly activated. In the PM of plant cells, many receptor-like kinases had been reported to be involved in growth, development and stress responses. Recent evidence showed that some receptor-like kinases play essential roles in coupling various stimuli with the activation of heterotrimeric G proteins (Bommert et al., 2013; Aranda-Sicilia et al., 2015; Yu et al., 2016). The first reported eATP receptor in plant cell, a lectin receptor kinase, DORN1, has been shown to participate in several eATP-induced responses (Choi et al., 2014a). However, result in this work indicated that DORN1 is unlikely involved in roots' avoidance response to eATP. The reason need to be further revealed. The possibility that some receptor-like kinases, which can interact with heterotrimeric G protein, may function as eATP sensors needs to be further verified.

## Author contributions

RZ performed gene transformation, auxin; PIN detection and provided assistance to ZS; XD performed cross hybridization and qPCR experiments and provided assistance to ZS and TL; WH performed root growth parameter measurement; WG and WZ performed patch clamp experiments; SX provided technical assistance to WH; TL designed the experiments and analyzed the data; ZS conceived the research plans, supervised and complemented the writing.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Heterotrimeric G Protein-Regulated Ca2+ Influx and PIN2 Asymmetric Distribution Are Involved in Arabidopsis thaliana Roots' Avoidance Response to Extracellular ATP
**Source:** Front Plant Sci. 2017 Sep 1;8:1522. doi: 10.3389/fpls.2017.01522
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FILES

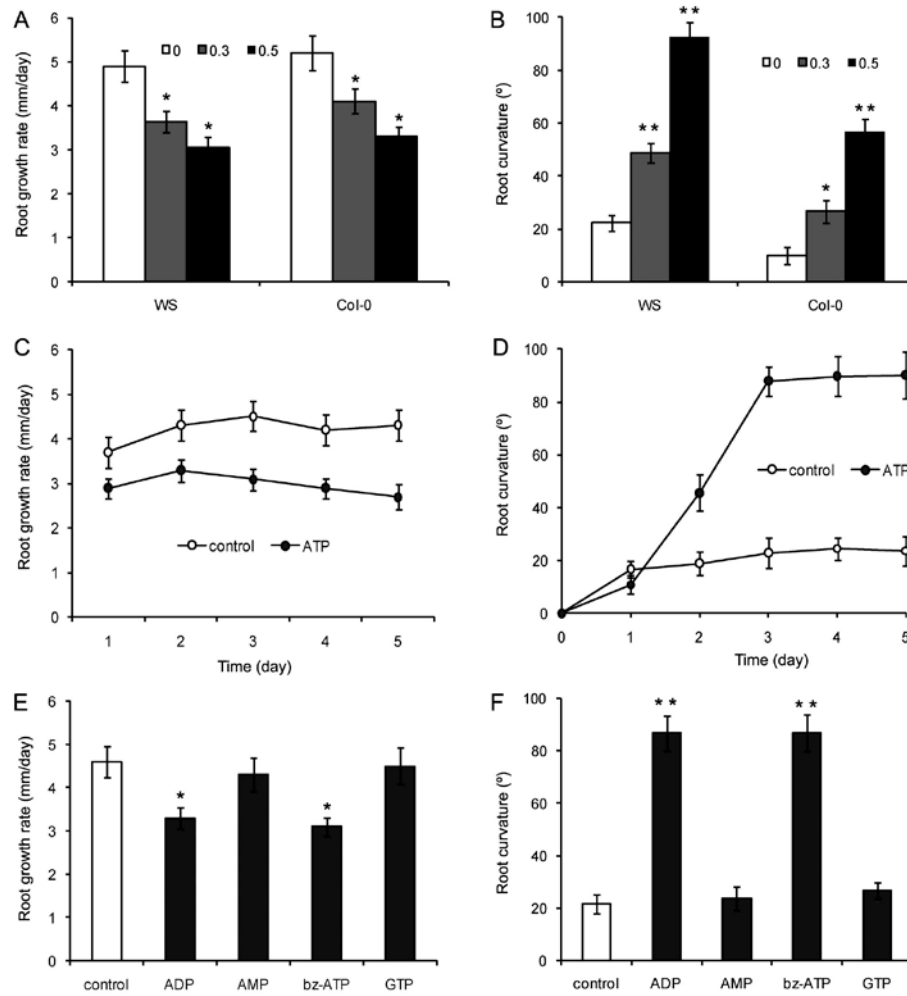

**FIGURE S1** | Data analysis of eATP avoidance response of *Arabidopsis* roots. **(A,B)** Root growth rate **(A)** and root curvature **(B)** of *Arabidopsis thaliana* (WS and Col-0 ecotype) seedlings grown in jointed medium for 5 days, note the dose-dependence of ATP induced response. **(C,D)** Show time-lapse analysis of root growth rate **(C)** and root curvature **(D)** of seedlings grown in 0.5 mM ATP-containing jointed medium, respectively. **(E,F)** Show root growth rate **(E)** and root curvature **(F)** of seedlings grown for 5 days in jointed medium containing 0.5 mM of bz-ATP, ADP, AMP or GTP, respectively. In **(C-F)**, WS was used as material. In each experiment, at least 30 seedlings were measured. Data from 3 replicates were calculated to get the mean  $\pm$  SD. Student's *t*-test *p*-values: \*  $p < 0.05$ , \*\*  $p < 0.01$ .

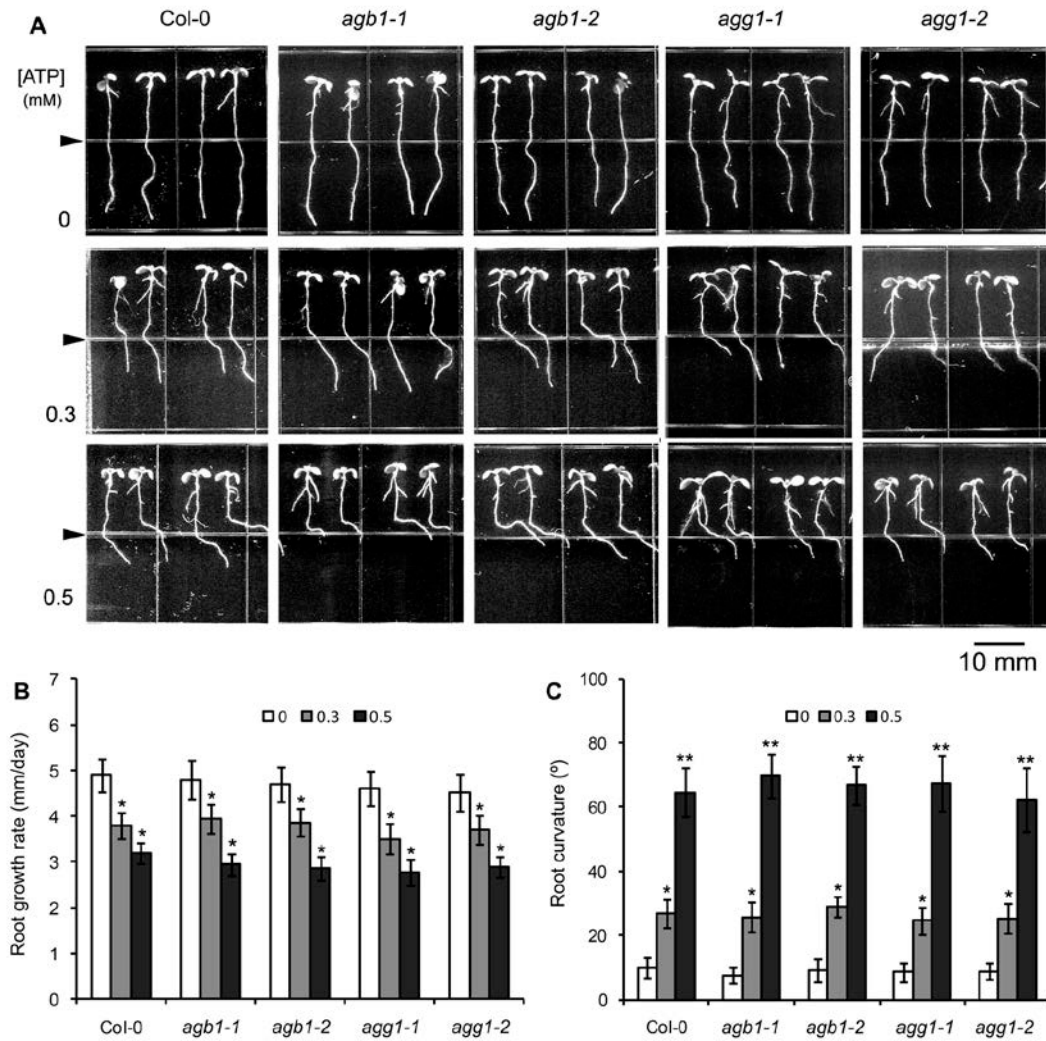

**FIGURE S2** | Heterotrimeric G $\beta$  and G $\gamma$  are unlikely involved in eATP avoidance response of *Arabidopsis* roots. **(A)** Seedlings of Col-0, G $\beta$  null mutants (*agb1-1*, *agb1-2*) and G $\gamma$  null mutants (*agg1-1*, *agg1-2*) grown in jointed medium containing 0, 0.3 and 0.5 mM ATP in the lower part, note the response of various genotypes to ATP. Seedlings were photographed 5 days after transplantation. In each photo series, the triangle marks the joint line of the two media. The scale bar is showed below. **(B,C)** Note the root growth rate **(B)** and root curvature **(C)**, respectively. In each experiment, at least 30 seedlings were measured. Data from 3 replicates were calculated to get the mean  $\pm$  SD. Student's *t*-test *p*-values: \*  $p < 0.05$ , \*\*  $p < 0.01$ .

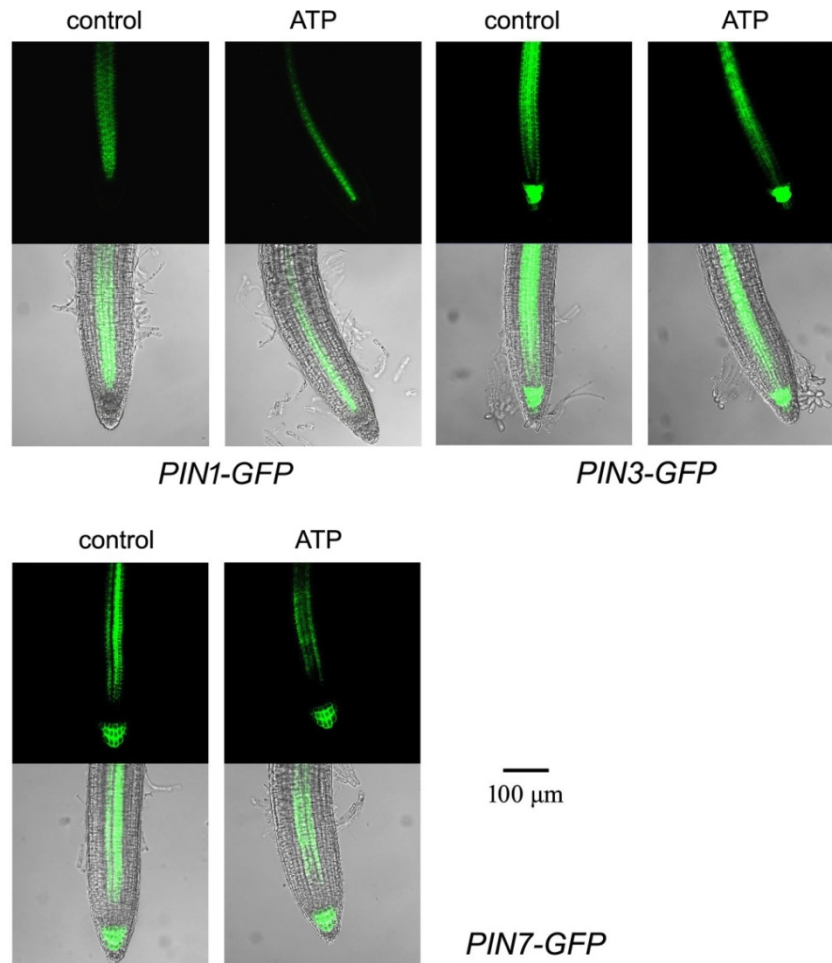

**FIGURE S3** | The effect of eATP on abundance and distribution of PIN1, PIN3 and PIN7 in root tip cells. *PIN1-GFP*, *PIN3-GFP* or *PIN7-GFP* transgenic wild type (Col-0) seedlings were grown in 1/2 MS medium for 4 days and then transplanted onto 0.5 mM ATP-containing jointed medium. After 24 h, fluorescence in root tip cells was detected using CLSM. Scale bar is showed beside the image of PIN7-GFP.

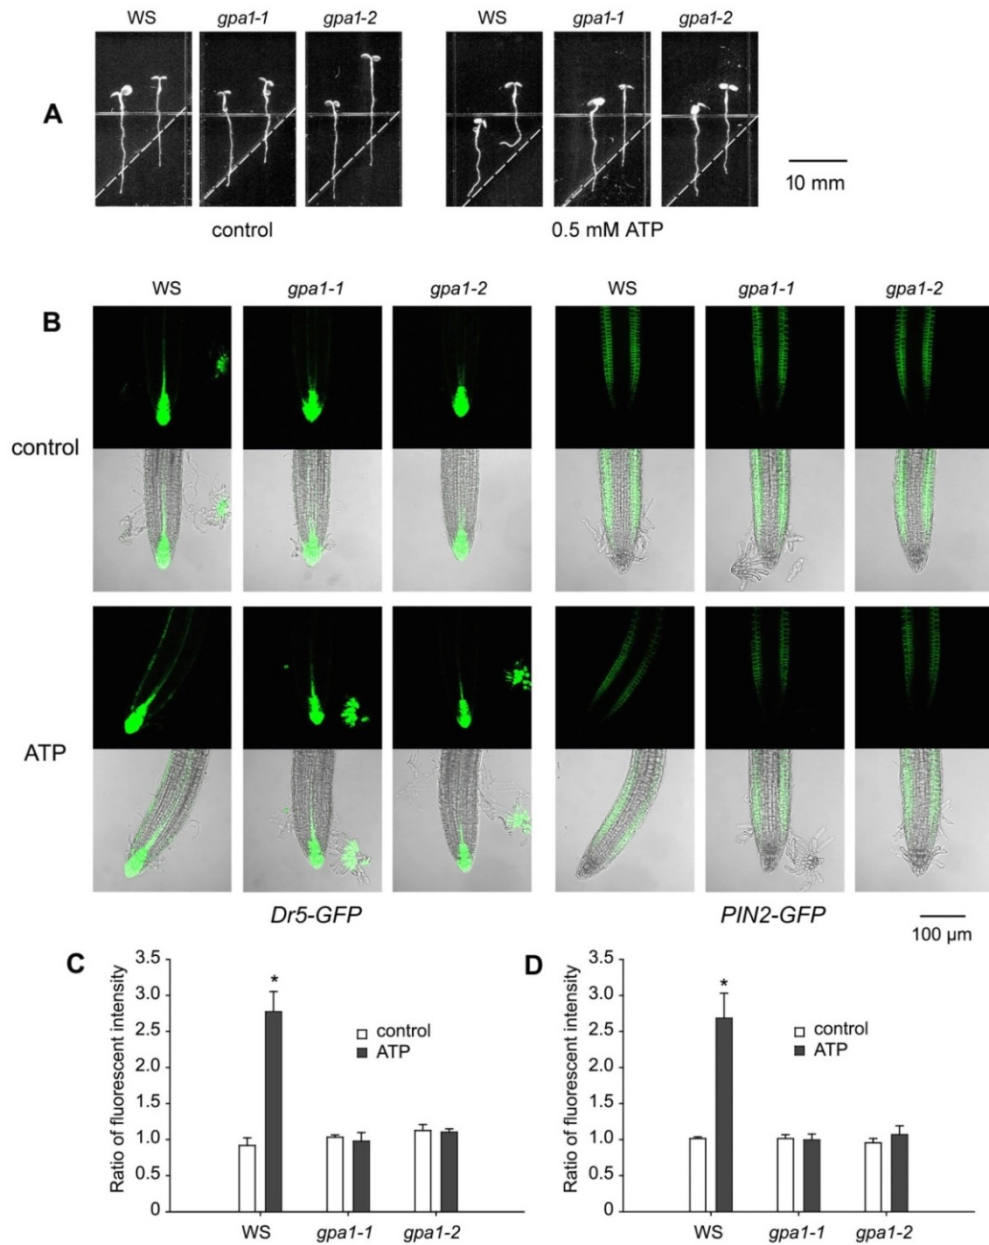

**FIGURE S4** | Response of roots to asymmetric ATP stimulation. **(A)** Seedlings of WS, Ga null mutants (*gpa1-1*, *gpa1-2*) were grown in untreated 1/2 MS medium for 4 days and transplanted onto diagonal jointed medium containing 0 (control) or 0.5 mM ATP (ATP) in the lower-right part, respectively. Seedlings were photographed 24 h after transplantation. In each photo, the dotted line marks the joint line of the two media. The scale bar is showed beside. **(B)** Fluorescence of DR5-GFP or PIN2-GFP in representative root tip cells. The scale bar is showed below. **(C,D)** Note the fluorescence intensity ratio (fluorescence intensity in left-side cells relative to that in right-side cells) of DR5-GFP **(C)** and PIN2-GFP **(D)**, respectively. In each experiment, fluorescence intensity in up to 10 roots was measured. Data from 3 replicates were calculated to get the mean  $\pm$  SD. Student's *t*-test *p*-values: \* *p*<0.05.

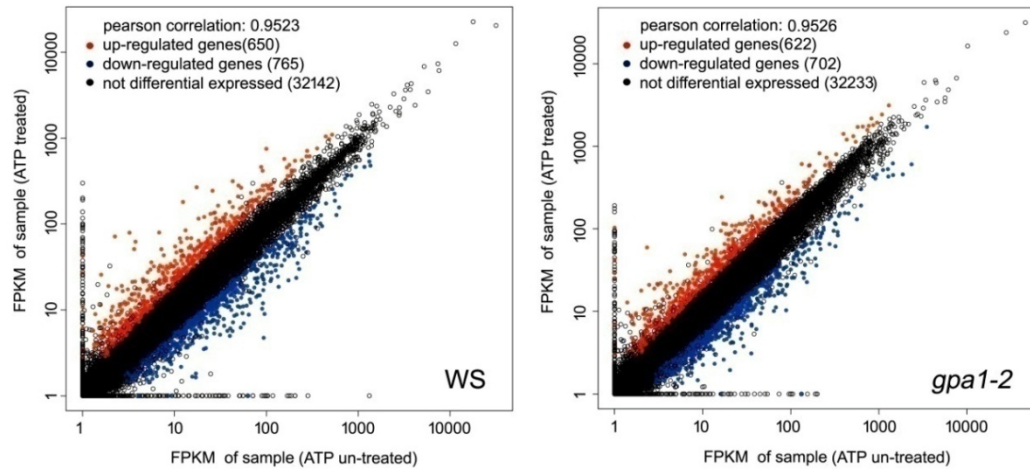

**FIGURE S5** | ATP regulated gene expression in root cells. 5-day old seedlings were transplanted onto 0.5 mM ATP containing medium. After 60 min, RNA was extracted from roots and reverse-transcribed to cDNA. DNA microarray was performed to detect gene expression in WS and  $G\alpha$  null mutant (*gpa1-2*). Difference in gene expression of ATP treated vs untreated roots is showed in a scatter plot. The numbers of differential genes including up-regulated and down-regulated genes are summarized. **FPKM**: Fragments Per Kilobase of exon model per Million mapped fragments.

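Over all 33557 genes, Pearson's correlation between untreated and ATP-treated FPKM was 0.973 in WS and 0.978 in *gpa1-2* on the log2(FPKM + 1) scale. On linear values it was 0.952 in WS and 0.958 in *gpa1-2*, or 0.953 and 0.930 without the 10 genes of highest FPKM. Restricting the log2 values to genes with at least 1 FPKM in either condition gave 0.932 and 0.944. These are correlations across genes, which are not independent replicates. No reads were listed in either condition for 9753 genes in WS and 9759 genes in *gpa1-2*, and the authors' deposited tables give each of them a log2 fold change of 1 without marking it as differential. The authors' deposited tables leave 32142 genes unmarked in WS and 32233 in *gpa1-2*.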

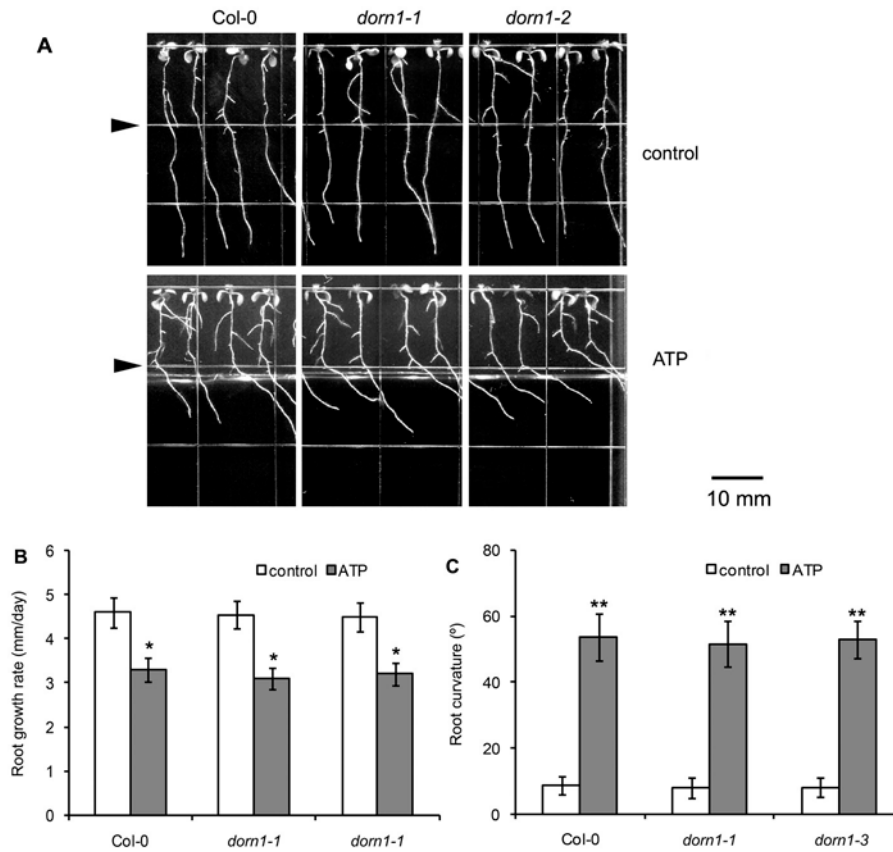

**FIGURE S6** | DRON1 is unlikely involved in eATP avoidance response of *Arabidopsis* roots. **(A)** The response of primary roots to eATP. In each photo series, the triangle marks the joint line of the two media. The scale bar is showed beside. **(B, C)** Note root growth rate **(B)** and root curvature **(C)**, respectively. Seedlings of Col-0, DORN1 null mutants (*dorn1-1*, *dorn1-3*) were grown in untreated 1/2 MS medium for 4 days and transplanted onto jointed medium containing 0 (control) or 0.5 mM ATP in the lower part, respectively. Seedlings were photographed 5 days after transplantation. In each experiment, primary root growth rate and curvature of at least 30 seedlings were measured, and data from 3 replicates were calculated to get the mean  $\pm$  SD. Student's *t*-test *p*-values: \*  $p < 0.05$ , \*\*  $p < 0.01$ .

**Table S1. Primers for real-time qPCR analysis.**

| <b>Gene Name</b>  | <b>Gene locus</b> | <b>LP</b>               | <b>RP</b>               |
|-------------------|-------------------|-------------------------|-------------------------|
| WAG1              | At1g53700         | TCTCAACCGCAACAACACCT    | GCGAATCCGGTAGGGTTAGG    |
| WAG2              | At3g14370         | CACATCCACCACTACCGACC    | TCCGTCCGAGGAGAGAAGTT    |
| Galactose oxidase | At3g27220         | GTGACGGATGGACGGTATGT    | GGAGCATACCTTGGAGCTGG    |
| CRK40             | At4g04570         | GCAAGAGGCTACGACCAAGA    | AGGAGGTTTAAGCTGGACGC    |
| ATH7              | At3g47790         | GTTTCGACCGATGGCTCTGAT   | ACCCATGTGAAGAAGAGCGG    |
| GH3.4             | At1g59500         | GCCGGGATTAGACAAAGGCA    | GACGTCCTGAAGTAGTCGCT    |
| OCT3              | At1g16390         | CCTCTGCACCTTACCCAACC    | ACAGCCGAGGAAGAATGAGC    |
| cyclin p3;1       | At2g45080         | AGGAACGAGAGAATCAGCCG    | CGATGGACCGGCTTTGGTAT    |
| ERF1              | At3g23240         | GGCGGAGAGAGTTCAAGAGT    | TAAC TTCACGGAGCGGTGAT   |
| ERF114            | At5g61890         | GGTGGGTATGGGAGTGGTAC    | AAGAAGAATCCCCAAAGCGC    |
| CRK5              | At3g50530         | CAACGAACAATGAAGGCAAAA   | GATCTCGCCGGAGTCTTCTT    |
| ACTIN2            | At3g18780         | GGTAACATTGTGCTCAGTGGTGG | AACGACCTTAATCTTCATGCTGC |

**Table S2. Full name and function of some eATP induced proteins.**

| Abbreviation    | Full name                                                | Physiological function                                                                                 | Reference                            |
|-----------------|----------------------------------------------------------|--------------------------------------------------------------------------------------------------------|--------------------------------------|
| WAG1,<br>WAG2   | Waved Aberrant Growth genes encoded protein              | protein-serine/threonine kinases, involve in root waving growth                                        | (Santner and Watson, 2006)           |
| CRK5            | CDPK (calcium dependent protein kinase)-RELATED KINASE 5 | involve in PIN2 distribution and root gravitropism regulated by cytoplasmic Ca <sup>2+</sup> signaling | (Rigo <i>et al.</i> , 2013)          |
| CRK40           | Cystein-rich receptor kinase 40                          | involve in pathogen defense and programmed cell death                                                  | (Wrzaczek <i>et al.</i> , 2010)      |
|                 | galactose oxidase                                        | involve in auxin-regulated cell wall synthesis                                                         | (Overvoorde <i>et al.</i> , 2005)    |
|                 | Cyclin p3;1                                              | involve in cell division as an activator of CDK4 (a cyclin-dependent protein kinase)                   | (Torres Acosta <i>et al.</i> , 2004) |
| ERF1,<br>ERF114 | ethylene responsive factors                              | involve in cell growth and defensive responses                                                         | (Muller and Munne-Bosch, 2015)       |
| ATH7            | ATP Binding Cassette transporter 2 homolog               | involve in pathogen resistance, heavy metal detoxification and auxin transport                         | (Lefevre <i>et al.</i> , 2015)       |
| GH3.4           | auxin-responsive GH3 family protein                      | IAA-amido synthetase, involve in cellular auxin homeostasis                                            | (Staswick <i>et al.</i> , 2005)      |
| OCT3            | organic cation/carnitine transporter 3                   | participate plant adaptation to environmental stress                                                   | (Kufner and Koch, 2008)              |

## REFERENCES

- Kufner, I., and Koch, W. (2008). Stress regulated members of the plant organic cation transporter family are localized to the vacuolar membrane. *BMC Res Notes* 1, 43. doi: 10.1186/1756-0500-1-43.
- Lefevre, F., Baijot, A., and Boutry, M. (2015). Plant ABC transporters: time for biochemistry? *Biochem Soc Trans* 43(5), 931-936. doi: 10.1042/BST20150108.
- Muller, M., and Munne-Bosch, S. (2015). Ethylene Response Factors: A key regulatory hub in hormone and stress signaling. *Plant Physiol* 169(1), 32-41. doi: 10.1104/pp.15.00677.
- Overvoorde, P.J., Okushima, Y., Alonso, J.M., Chan, A., Chang, C., Ecker, J.R., *et al.* (2005). Functional genomic analysis of the AUXIN/INDOLE-3-ACETIC ACID gene family members in *Arabidopsis thaliana*. *Plant Cell* 17(12), 3282-3300. doi: 10.1105/tpc.105.036723.
- Rigo, G., Ayaydin, F., Tietz, O., Zsigmond, L., Kovacs, H., Pay, A., *et al.* (2013). Inactivation of plasma membrane-localized CDPK-RELATED KINASE5 decelerates PIN2 exocytosis and root gravitropic

- response in *Arabidopsis*. *Plant Cell* 25(5), 1592-1608. doi: 10.1105/tpc.113.110452.
- Santner, A.A., and Watson, J.C. (2006). The WAG1 and WAG2 protein kinases negatively regulate root waving in *Arabidopsis*. *Plant J* 45(5), 752-764. doi: 10.1111/j.1365-313X.2005.02641.x.
- Staswick, P.E., Serban, B., Rowe, M., Tiryaki, I., Maldonado, M.T., Maldonado, M.C., *et al.* (2005). Characterization of an *Arabidopsis* enzyme family that conjugates amino acids to indole-3-acetic acid. *Plant Cell* 17(2), 616-627. doi: 10.1105/tpc.104.026690.
- Torres Acosta, J.A., de Almeida Engler, J., Raes, J., Magyar, Z., De Groodt, R., Inze, D., *et al.* (2004). Molecular characterization of *Arabidopsis* PHO80-like proteins, a novel class of CDKA;1-interacting cyclins. *Cell Mol Life Sci* 61(12), 1485-1497. doi: 10.1007/s00018-004-4057-4.
- Wrzaczek, M., Brosche, M., Salojarvi, J., Kangasjarvi, S., Idanheimo, N., Mersmann, S., *et al.* (2010). Transcriptional regulation of the CRK/DUF26 group of receptor-like protein kinases by ozone and plant hormones in *Arabidopsis*. *BMC Plant Biol* 10, 95. doi: 10.1186/1471-2229-10-95.

How the deposited data were processed for this re-analysis (not part of the article)

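Gene expression was measured in roots of wild type WS and the Gα null mutant *gpa1-2*, untreated or after 60 min of ATP treatment. The labels give 2 replicates for each of the 4 conditions. The deposited tables hold 1 column of counts and 1 of FPKM per condition, so the values were treated as pooled values of a condition. The columns are named by a number only and were assigned to genotype and treatment by the agreement of each table's marked genes with the paper's numbers of up- and down-regulated genes, and 0 columns of per-sample values were left unused.

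The authors deposited gene counts as a scaled signal, not as raw counts, and the same scaling is in their FPKM values. The FPKM values were computed by the authors as mapped fragments scaled to the length of the exon model and to the number of mapped fragments. The p-value and FDR of each gene were computed by the authors. The methods name the Partek software for the analysis of the arrays, and whether it gave these values is not stated. The log2 fold change in the deposited tables equals the log2 ratio of the FPKM columns within 0.01 for 100% of the 22004 genes above 0 in both conditions in WS and the 22075 in *gpa1-2*, and another value stands in where a column is 0. The array methods in the paper do not describe these values, and the aligner, annotation and filters behind them are not named.

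From the FPKM values, log2(FPKM + 1) was computed and ATP-treated minus untreated was taken as the response, over genes with at least 1 FPKM in either condition. A change was counted from 1 upward in size. The design fixed before the data were examined named model-based tests for values per replicate and this threshold for a single value per condition, and the latter applied. Hence no p-value is given, and DESeq2, edgeR or limma were not run. Reads were recovered from the steps of the low scaled counts and used for depth, for exact 95% intervals and for a minimum of 20 reads that was chosen after the data were seen. The intervals cover counting error only.

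The genes named in the text are the 11 genes of Figure 9, *ACTIN2*, *GPA1*, *PIN2*, *PIN3*, *PIN7*, *DORN1*, *AGB1* and *AGG1*, then the 5 largest rises and the 5 largest falls in each genotype and the 5 largest differences between genotypes in each direction among genes with a mean of at least 10 FPKM. Because this rule picked genes with very few reads, the same rule was also applied with at least 20 reads. A further gene that this rule covers is not reported here. Other genes are named as chosen after their values were seen. Gene symbols came from a table of reference genes that held 32810 of the 33557 identifiers, and 747 are given by identifier only or were not named.

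Gene families were taken by 12 words in the tables' gene descriptions: auxin, ethylene, jasmon, WRKY, calmodulin, calcium, peroxidase, receptor-like, expansin, cell wall, heat shock and ribosomal. Words with fewer than 10 kept genes were left out. The median response of a family was placed among 10000 random lists of the same size and similar expression, and lists of 11 clock genes and 4 touch genes were treated likewise. To see what counting alone gives, reads were drawn 100 times from a Poisson model with 1 shared response per gene in both genotypes.

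The counting of changed genes and the division of reads were tested on simulated data. For ATP-treated against untreated WS, 24696 genes were simulated and 200 of them changed 4-fold, all with at least 20 reads in untreated WS. Of the changed genes, 95% were recovered, and 169 unchanged genes passed the threshold, or 12 with at least 20 reads. Recovery of changes near the threshold, or of genes with fewer reads, was not simulated. The division of reads into parts was decoded correctly for 100% of simulated values in each of 4 columns of 33557 genes. For the percentiles, 20 lists of 40 genes were drawn at random from the observed WS responses. Their median percentile was 46, and it was 100 after 0.5 was added to the same lists. Random lists ranked among random lists must lie near the middle, so only the added 0.5 tests the ranking.

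The alternatives fixed before the data were examined were pseudocounts of 0.1 and 5, no filter and a filter at 10 FPKM, median centring, upper-quartile scaling, quantile normalization, a threshold of 2, and the authors' own calls. For the correlations they were linear values, log10 values and genes with at least 1 FPKM. The minimum of 20 reads, a plain FPKM ratio for the 11 genes, and upper-quartile scaling and quantile normalization for the families were added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The real-time qPCR of Figure 9 and the gpa1-1 mutant were not analysed here.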

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

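The minimum of 20 reads, the tests of counting error and of WS plants for *GPA1*, the tests of exchanged libraries, divided by treatment and genotype after their result, and the singling out of genes by name in this part were chosen only after the results were seen. Differences between WS and *gpa1-2* were not tested in any of these cases, because each condition has a single value.

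In the libraries, 44 genes passed the threshold of 1 in opposite directions in WS and *gpa1-2*. Few reads may account for most of them, since 93.2% had fewer than 20 reads in at least one genotype. The 3 genes with at least 20 reads in each genotype were AT1G19397, AT1G53870 and *MAPR2* (AT2G24940). AT1G19397 went from 5 to 20 reads in WS and from 28 to 8 in *gpa1-2*, and it overlaps another annotated gene. AT1G53870 went from 31 to 11 reads in WS and from 13 to 45 in *gpa1-2*. *MAPR2* went from 275 to 4 reads in WS and from 4 to 304 in *gpa1-2*, and the authors' deposited tables do not mark it in either genotype. An exchange of untreated and ATP-treated libraries within a genotype is argued against, because the responses of both genotypes correlated at 0.656 across 18823 genes with at least 20 reads in each genotype, *MAPR2* left out. An exchange of whole WS and *gpa1-2* libraries within a treatment is argued against by *GPA1*, named before the data were examined as the check of the genotype labels. It would put *GPA1* higher in *gpa1-2* in one of the treatments, but the ratios of *gpa1-2* to WS had upper limits of 0.610 and 0.737. The differences between genotypes in untreated and in ATP-treated roots, the test first used for this exchange, correlated at -0.035 across the same genes and did not decide it. A response that depends on Gα, variation between libraries and RNA from other material stay open for these 3 genes and were not tested.

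The authors' deposited tables mark 5 genes in opposite directions, which are *BIP3* (AT1G09080), AT1G53870, AT1G53890, AT1G70130 and *CYP702A6* (AT4G15396). The largest of these by reads, *CYP702A6*, went from 91 to 192 reads in WS and from 188 to 86 in *gpa1-2*. No technical or biological explanation was tested for them.

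Among the 11 genes of Figure 9, *ATH7* showed the largest difference between genotypes, 2.92 on the log2 scale. Its response was 0.74 in WS, with 112 and 213 reads, and -2.18 in *gpa1-2*, with 400 and 69 reads. The 95% counting interval of the log2 ratio of reads was 0.55 to 1.23 in WS and -3.03 to -2.27 in *gpa1-2*, so counting error alone leaves the directions apart. Its untreated level was already different, 3.68 FPKM in WS and 12.7 FPKM in *gpa1-2*. Whether this belongs to the genotype or to the untreated library of *gpa1-2* was not tested.

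*GPA1* was at 28.6 FPKM in untreated *gpa1-2*, which the paper does not report. Counting error is argued against as the reason for the lower value than in WS, because the upper limits of the ratio of *gpa1-2* to WS stayed at or under 0.737 in both conditions. Scaling between the libraries is argued against as well, because the ratio of *GPA1* lay at percentile 0.8 in untreated and 1.1 in ATP-treated roots among 1000 genes of similar expression. What remains open is why reads remain at all. Plants like those of the WS libraries are argued against as the source, because *SADHU3-1* (432 and 475 reads in WS, 2 and 1 in *gpa1-2*) and AT2G11983 (56 and 64 reads in WS, 1 and 0 in *gpa1-2*) had ratios of *gpa1-2* to WS with upper limits of at most 0.101, below the lower limit of 0.497 for *GPA1*. A transcript made from part of the disrupted gene could give the reads, as could siblings of the mutant line with an intact *GPA1*, and neither was tested.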

How the results depend on the processing

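The minimum of 20 reads, the plain FPKM ratio, and upper-quartile scaling and quantile normalization for the gene families were chosen only after the results were seen. No paired analysis was possible because the tables hold a single value per condition and their columns carry no replicate number. For the same reason leaving out a replicate, a replicate block and DESeq2 or limma could not be run.

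Of 163 values recomputed for the main results, 110 stayed within the limits set for them, which were 1.5 times a count, 0.005 of a correlation and the 95% interval of a share. Several of the 110 could not move, so this tally overstates stability. Leaving out the filter cannot alter the counts of changed genes, since with a pseudocount of 1 they all reach 1 FPKM. Log10 correlations equal those on the log2 scale. Neither a threshold of 2 nor median centring can move the correlation of the responses. Median centring moved none of the recomputed values beyond these limits, and upper-quartile scaling moved none. Quantile normalization moved only the correlation of the responses, to 0.493. Fewer genes were raised than lowered in both genotypes in the main results, 746 and 851 in WS and 716 and 751 in *gpa1-2*. This balance turned over with a threshold of 2 in both genotypes, and with a pseudocount of 5 and a filter at 10 FPKM in *gpa1-2* only, and the cause was not tested.

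A threshold of 2 left fewer genes by construction. In WS it left 346 changed genes, 182 raised and 164 lowered, and in *gpa1-2* it left 267, 143 raised and 124 lowered. The difference between genotypes then held for 297 genes, the overlap for 86 genes or 24.9% of those in WS, rises in WS and not *gpa1-2* for 126, and opposite directions for 20.

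A pseudocount of 5 shrinks the change of low genes. It gave 817 changed genes in WS, 396 raised and 421 lowered, and 703 in *gpa1-2*, 396 raised and 307 lowered. It left 455 genes that differed between genotypes, an overlap of 322, 213 genes raised in WS and not *gpa1-2*, 26 in opposite directions and a correlation of responses of 0.547. Of the 11 genes of Figure 9 it left 1 raised in WS and 0 raised in WS and not *gpa1-2*. A pseudocount of 0.1 enlarges such changes, and it gave 1129 genes lowered in *gpa1-2*, 1941 that differed between genotypes, 74 in opposite directions, a correlation of 0.397 and 2 of the 11 genes raised in WS and not *gpa1-2*. A plain FPKM ratio also gave 2.

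A filter at 10 FPKM admits fewer genes. It left 1036 changed in WS, 475 raised and 561 lowered, 911 changed in *gpa1-2*, 479 raised and 432 lowered, 576 that differed between genotypes, 241 raised in WS and not *gpa1-2* and 23 in opposite directions, with a correlation of 0.497 and 7 gene families outside the random range in *gpa1-2*. Without a filter the correlation of the responses was 0.371. With at least 20 reads, 593 genes differed between genotypes, 252 were raised in WS and not *gpa1-2* and 3 went in opposite directions. The overlap was then 45.9% and the correlation 0.656. By the authors' own calls, 5 genes went in opposite directions and the overlap was 45.2%. For these shares and correlations the cause was not tested.

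The correlation between untreated and ATP-treated values was 0.952 in WS and 0.958 in *gpa1-2* on linear values, and 0.932 and 0.944 over genes with at least 1 FPKM. The cause was not tested.

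Among single genes and families past their threshold in either setting, 2 family medians changed sign. The difference between genotypes of the calcium genes, 0.016 and outside the random range, became -0.022 and lay within it with a filter at 10, and the response of the peroxidase genes in *gpa1-2*, 0.042 and within the range, became -0.084 and lay outside it with quantile normalization. The cause was not tested. Apart from these, a pseudocount of 5 took 5 values below their threshold and 1 past it, a pseudocount of 0.1 took 3 past it, and a filter at 10 took 1 below and 4 past it. Quantile normalization took 1 below and upper-quartile scaling 1 past it, while median centring changed none of 123. Depth limits mainly the genes with few reads, since 169 of the unchanged simulated genes passed the threshold for ATP-treated against untreated WS and 12 did with at least 20 reads.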

Differences from the paper's values

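The plain FPKM ratio and the minimum of 20 reads in this part were chosen only after the results were seen. The correlation between untreated and ATP-treated values in WS was 0.973 on the log2(FPKM + 1) scale, against about 0.95 in Figure S5, read by eye. Of the alternatives set before the data were examined, linear values gave 0.952, which matches the number printed in the figure, while log10 values (0.973) and genes with at least 1 FPKM (0.932) differed from it. In *gpa1-2* the correlation was 0.978, against about 0.95 in Figure S5, read by eye. Here linear values (0.958), log10 values (0.978) and genes with at least 1 FPKM (0.944) all differed by more than 0.005, with linear values and genes with at least 1 FPKM nearest.

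The paper's counts of up- and down-regulated genes were within 1.5 times those found on the log2(FPKM + 1) scale, and the authors' own calls in the deposited tables equal the paper's counts, which is also how the columns were assigned.

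The paper gives the 11 genes of Figure 9 as up-regulated in WS and not, or less, in the Gα null mutants, by real-time qPCR on genes selected from the expression data. That qPCR was replicated and also covered a time before 60 min and the *gpa1-1* mutant. Its ATP concentration is given as 0.3 mM in the results and 0.5 mM in the legend. The libraries hold 60 min and *gpa1-2* only, with 1 value per condition. In the libraries, 4 of the 11 were raised by at least 1 in WS. Of these, 2 had a smaller response in *gpa1-2*, *WAG1*, which was not raised there, and the galactose oxidase gene, which was raised in both. With a pseudocount of 0.1, which brings *GH3.4* in WS to 1.07, and with a plain FPKM ratio chosen after seeing the values, 2 were raised in WS and not in *gpa1-2*. By the authors' own calls this held for 1. A positive change in WS was seen for 8 of the 11, and it was larger than in *gpa1-2* for 5. The exceptions in WS were *ERF1*, which decreased with a response of -3.24, *CRK5* with -0.04, and *CRK40*, with 3 reads in untreated and 0 in ATP-treated roots. *ERF114*, which the paper gives as promoted less in the mutants, responded by 1.43 in WS and 2.41 in *gpa1-2*.

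The paper states that most of the changed genes changed in both genotypes. Of the genes changed in WS, 39.8% passed the threshold in the same direction in *gpa1-2*, and 45.2% by the authors' own calls. Of those changed in *gpa1-2*, 43.3% did so in WS, and 48.3% by the authors' own calls. A response of the same sign without a threshold was seen for 80.3% of the genes changed in WS and 82.9% of those changed in *gpa1-2*.

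The paper states that only several functional genes differed between WS and the Gα null mutants. The responses differed by at least 1 for 1187 genes, or 593 with at least 20 reads in each genotype, a minimum chosen after seeing the values.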

Other observations

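In this part, the shares of genes with 16 and with 2 reads, the lengths of genes with few reads, the counting interval of *ERF1*, the minimum of 20 reads, the requirement that it hold in each genotype for the difference between genotypes, the reading of the clock and touch genes as open, the correlation of the differences between genotypes, upper-quartile scaling and quantile normalization for the families and the comparison of columns by genes nearly absent from some of them were chosen only after the results were seen.

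The reads behind each column fall into 2 parts, although the labels give 2 replicates per condition. Independently prepared libraries are argued against, because 84.1% of the genes with 16 reads over the 4 columns were divided 8 and 8 and a binomial division gives 19.6%. In untreated WS the parts lay within 8 reads of each other for 96.5% of 3008 genes with 100 to 200 reads. A candidate explanation is that the reads of a single library, in genome order, were dealt to the parts in alternate blocks of 8. Simulated reads dealt in this way were divided 8 and 8 in 100% of genes with 16 reads. The 84.1% observed falls short of this, and the reason for the shortfall was not tested. Of the genes with 2 reads, 12.3% were divided 1 and 1, where blocks of 8 predict about an eighth and independent reads 50%. Blocks that run on across genes predict that neighbouring single reads share a part. They did so in 74.9% of 411 pairs with 0 reads between them, in 20.7% of 29 pairs with 6 to 8 reads between them, and in 49.8% of 4071 other pairs. How the 2 replicates of the labels enter a column stays open.

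More genes differed in their response between WS and *gpa1-2* than counting alone gave. In 100 draws of reads from 1 shared response per gene, at most 657 genes differed by at least 1, with a median of 592, against 1187 observed. With at least 20 reads in each genotype, at most 95 did, against 593. Counting noise is therefore argued against as the whole reason, and it could still account for many of the genes with few reads. Across 18823 genes with at least 20 reads in each genotype, the differences between *gpa1-2* and WS in untreated and in ATP-treated roots correlated at -0.035 with *MAPR2* left out. Variation between libraries and the genotype stay open and could not be separated with a single value per condition.

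Seedlings were moved and sampled 60 min later, so the time of day and touch are candidate sources of change apart from ATP. The median absolute response of 11 clock genes was 0.29 in WS and 0.36 in *gpa1-2*, at percentiles 57.5 and 75.3 among random lists, which shows no excess over random lists with upper range limits of 0.54 and 0.56. Single clock genes, picked out after their values were seen, moved with counting intervals that leave out 0, such as *PRR9* (0.75) and *GI* (0.62) in WS and *TOC1* (-0.53) and *ELF4* (-0.55) in *gpa1-2*, so the clock stays open. For 4 touch genes the median response was 0.31 in WS and 0.35 in *gpa1-2*, at percentiles 94.9 and 84.2, but *TCH2* decreased (-1.03 in WS) while *TCH3* and *TCH4* rose (0.81 and 0.67 in WS), so these few genes leave touch open. Before the values were seen, a median within the range of random lists, as found in both genotypes, had been set to count against the clock and touch. Both readings were changed afterwards, because a missing excess over wide ranges does not exclude the clock and a median over members that go both ways decides nothing on touch.

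Some high FPKM values rested on almost no reads. Of 11803 genes with a mean of at least 10 FPKM in WS, 194 had fewer than 20 reads over both conditions, and 125 of these passed the threshold of 1. In *gpa1-2* it was 172 of 11719, with 101 past the threshold. Short genes are a candidate explanation, since the 169 of these genes in WS with a length in the reference table had a median length of 102 bases, 0.0427 times that of the other genes with a mean of at least 10 FPKM. In *gpa1-2* it was 110.5 bases over 154 genes, 0.0467 times that of the others.

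Gene families by description moved little, with exceptions. In WS, 13 genes with jasmon in their description had a median response of -1.20, below all 10000 random lists, against -0.02 in *gpa1-2* at percentile 14.8. With a filter at 10 FPKM the median in *gpa1-2* was -0.17 and outside the random range as well. Their members went both ways in WS, with 7 lowered and 3 raised by at least 1. Their median level was 6.32 in untreated WS, 5.74 in ATP-treated WS, 5.95 in untreated *gpa1-2* and 6.29 in ATP-treated *gpa1-2* on the log2(FPKM + 1) scale, so untreated WS held the highest level. Also outside the random range in WS were heat shock (0.22), expansin (-0.28) and peroxidase (-0.13) genes. In *gpa1-2* these were ribosomal (0.51), calmodulin (-0.16), receptor-like (-0.12) and calcium (-0.05) genes. These families kept their direction under median centring, upper-quartile scaling and quantile normalization. The difference between genotypes was outside the range for the jasmon (-0.82), ribosomal (-0.49), receptor-like (0.10), auxin (0.10), calmodulin (0.09), heat shock (0.08) and calcium (0.02) genes, the last changing sign with a filter at 10 FPKM. The heat shock difference fell within the range with that filter, the calcium difference with quantile normalization as well, and the peroxidase response in WS with a pseudocount of 5. The peroxidase response in *gpa1-2* came to lie outside it with a filter at 10 FPKM (0.025) and with quantile normalization (-0.084), the heat shock response in *gpa1-2* with upper-quartile scaling (0.062) and the expansin difference with a pseudocount of 5 (-0.18). Ethylene and WRKY genes lay within the range in both genotypes and in the difference, auxin genes within it in both genotypes except with a filter at 10 FPKM, and cell wall was left out because it had fewer than 10 genes. No explanation was tested except for the ribosomal genes.

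In *gpa1-2*, 281 of 332 ribosomal genes were above 0 after ATP, while their median in WS lay within the random range, at percentile 87.5. Gene length is argued against, because the median in *gpa1-2* stayed at percentile 100 among 10000 lists matched on effective length as well as expression. An effect of the genotype, the growth state of the plants in a library and other differences between libraries stay open and untested.

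*ERF1* decreased in both genotypes, from 135 to 7 reads in WS and from 141 to 15 in *gpa1-2*. Counting error is argued against, because the upper limit of the log2 ratio was -3.22 in WS and -2.57 in *gpa1-2*. The direction is opposite to the qPCR result the paper gives for this gene, and the reason was not tested.

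Other genes the paper names moved as follows, each with 1 value per condition. *PIN2* went from 40.6 to 90.5 FPKM in WS and from 36.3 to 65.0 FPKM in *gpa1-2*, and *PIN3* from 21.6 to 36.3 FPKM and from 22.6 to 42.6 FPKM. The responses of *PIN7* were 0.02 and -0.01, those of *AGB1* -0.32 and -0.30, and those of *AGG1* -0.03 and -0.16. *DORN1* went from 49.2 to 25.6 FPKM in WS and from 39.4 to 35.4 FPKM in *gpa1-2*, and it overlaps another annotated gene. *ACTIN2*, the reference of the qPCR, responded by -0.17 in WS and 0.02 in *gpa1-2*.

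Genes with at least 80 reads in all that differed by at least 3 on the log2 scale of scaled counts between any column of one pair and any column of the other were counted for each pairing of the 4 columns, and both limits were chosen after looking at the data. By genotype, 2 genes were higher in WS, AT2G11983 (56 and 64 reads in WS, 1 and 0 in *gpa1-2*) and *SADHU3-1* (AT3G44042, 432 and 475 reads in WS, 2 and 1 in *gpa1-2*), and 0 in *gpa1-2*. By treatment, 13 genes were higher after ATP and 1, *ERF1*, was lower. In the crossed pairing, *MAPR2* was the 1 gene higher in untreated WS and ATP-treated *gpa1-2*, and 0 genes were higher in the other columns. Why these genes differ was not tested here.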
